# Huntingtin Is Required for Neural But Not Cardiac/Pancreatic Progenitor Differentiation of Mouse Embryonic Stem Cells *In vitro*

**DOI:** 10.3389/fncel.2017.00033

**Published:** 2017-02-21

**Authors:** Man Shan Yu, Naoko Tanese

**Keywords:** Huntington’s disease, huntingtin gene, embryonic stem cells, neural differentiation, embryoid bodies, neural stem cells

## Abstract

Mutation in the huntingtin (*HTT*) gene causes Huntington’s disease (HD). It is an autosomal dominant trinucleotide-repeat expansion disease in which CAG repeat sequence expands to >35. This results in the production of mutant HTT protein with an increased stretch of glutamines near the N-terminus. The wild type *HTT* gene encodes a 350 kD protein whose function remains elusive. Mutant HTT protein has been implicated in transcription, axonal transport, cytoskeletal structure/function, signal transduction, and autophagy. HD is characterized by the appearance of nuclear inclusions and degeneration of the striatum. Although HTT protein is expressed early in embryos, most patients develop symptoms in mid-life. It is also unclear why the ubiquitously expressed mutant HTT specifically causes striatal atrophy. Wild type Htt is essential for development as *Htt* knockout mice die at day E7.5. Increasing evidence suggests mutant Htt may alter neurogenesis and development of striatal neurons resulting in neuronal loss. Using a mouse embryonic stem cell model, we examined the role of Htt in neural differentiation. We found cells lacking Htt inefficient in generating neural stem cells. In contrast differentiation into progenitors of mesoderm and endoderm lineages was not affected. The data suggests Htt is essential for neural but not cardiac/pancreatic progenitor differentiation of embryonic stem cells *in vitro*.

## Introduction

Human HTT is a large protein of approximately 350 kDa made up of 3144 amino acids. It is nearly ubiquitously expressed with the highest level of expression in the brain and the testes. The size and predicted structure of the protein suggest its role as a protein scaffold that coordinates a multitude of cellular functions (reviewed in Saudou and Humbert, 2016). Studies have reported pro-survival properties of wild type Htt. It protects cells from cell death induced by a variety of stimuli including serum withdrawal (Rigamonti et al., 2000), mutant Htt (Leavitt et al., 2001), and NMDA receptor-mediated excitotoxicity (Leavitt et al., 2006). Htt has effects on gene transcription by binding to transcriptional regulators such as the repressor RE1-silencing transcription factor (Zuccato et al., 2003), p53 and CREB-binding protein (Steffan et al., 2000), NeuroD (Marcora et al., 2003), NF-κB (Takano and Gusella, 2002) and transcriptional activator Sp1 and co-activator TAF_II_130 (Dunah et al., 2002). Htt is involved in transport of a variety of vesicles including brain-derived neurotrophic factor-containing vesicles (Gauthier et al., 2004), synaptic precursor vesicles (Zala et al., 2013), and GABA receptor-containing vesicles (Twelvetrees et al., 2010). Htt coordinates cell division through the regulation of spindle pole assembly during mitosis (Godin et al., 2010; Elias et al., 2014). Moreover, Htt is reported involved in ciliogenesis (Keryer et al., 2011), endosomal trafficking (Pal et al., 2006), and autophagy (Kegel et al., 2000; Ravikumar et al., 2004).

Wild type Htt is essential for embryonic development as knockout of *Htt* in mice results in embryonic death at day 7.5 (Duyao et al., 1995; Nasir et al., 1995; Zeitlin et al., 1995). Htt may be needed for neurogenesis as reduced expression of wild type Htt causes impaired brain development and abnormal vascular morphogenesis in mice (White et al., 1997). Others reported cells without Htt can be differentiated into functional neurons (Metzler et al., 1999) or glial cells (Conforti et al., 2013). Thus, Htt’s role in neural development remains unclear.

Abnormal neurogenesis has been observed in HD. Increased cell proliferation and neurogenesis were found in human postmortem HD brains (Curtis et al., 2003), and in the quinolinic acid lesion rat model of HD (Tattersfield et al., 2004). Similarly, mutant Htt caused faster neuronal differentiation of embryonic and NSCs *in vitro* (Lorincz and Zawistowski, 2009). In contrast, reduced hippocampal neurogenesis was observed in R6/2 transgenic HD mice (Gil et al., 2005). Increasing evidence suggests mutant Htt causes dysregulated neurogenesis. In the HD R6/2 mice, expansion of striatal NSCs and altered migration of neural progenitor cells into the striatum were observed (Batista et al., 2006). A study reported that Q111 Htt knock-in mice (with glutamine repeats expanded to 111) exhibited defects in specification and maturation of striatal medium spiny neurons (Molero et al., 2009). Mutant Htt was also shown to affect cortical development by causing spindle misorientation in dividing cortical progenitors (Molina-Calavita et al., 2014). Selective expression of mutant Htt in mice up to postnatal day 21 resulted in impairment similar to mice expressing mutant Htt throughout life (Molero et al., 2016). Furthermore, mice expressing very low levels of Htt up to postnatal day 21 also exhibited late-life neurodegeneration phenotypes (Arteaga-Bracho et al., 2016). These studies suggest developmental abnormalities resulting from early mutant Htt expression or very low Htt expression may contribute to the pathogenesis of HD.

Neural stem cells derived from HD mice, or ES cells expressing mutant Htt or no Htt (*Htt-*null) have been studied for growth, motility, and biochemical properties (Ritch et al., 2012). Interestingly, NS cells derived from HD mouse brains showed reduced levels of cholesterol, increased reactive oxygen species, and impaired motility compared with NS cells from wild type animals, recapitulating phenotypes seen in HD patients. In contrast, *Htt* knockout (KO) NS cells derived from *Htt*-KO ES cells had increased cholesterol levels. Nguyen et al. used a neural induction culture model to examine stages of neural induction in ESCs expressing mutant Htt or in *Htt*-KO ESCs (Nguyen et al., 2013a). They reported disruption of proliferation, self-renewal, and the specification of NSCs in *Htt*-KO cells while mutant Htt enhanced neurogenesis. *Htt*-KO NSCs also showed increased endodermal and mesodermal gene expression suggesting Htt may be involved in neural and non-neural fate decisions. The same group also examined lineage differentiation of *Htt*-KO ESCs and ESCs expressing mutant Htt (Nguyen et al., 2013b). They found Htt required in the differentiation of ESCs into ectoderm, endoderm, and mesoderm while mutant Htt differentially impaired stage-specific developmental events.

Recent investigations on how mutant Htt affects neural development as well as the role of wild type Htt in neural development suggest neurodegeneration may result from both gain of toxic mutant Htt function and loss of wild type Htt function. In this study, we used the 5-stage differentiation protocol (Schroeder et al., 2009) to differentiate mouse ESCs lacking *Htt* to different cell lineages and examined the role of Htt in progenitor cell differentiation. We found Htt is required for ectoderm, but not mesoderm or endoderm differentiation under our experimental conditions.

## Materials and Methods

### Mouse Embryonic Stem Cell Culture

Four mESC lines used in this study are generous gifts of Dr. Scott O. Zeitlin (University of Virginia). They are: (1) R1, parental wild type ES cells; (2) *Htt*-null (HN), *Htt* nullizygous ES cells in which the promoter and exon 1 sequence of *Htt* were deleted (Zeitlin et al., 1995); (3) 7Q, 3xFlag-Htt^7Q/7Q^ ES cells that express wild type Htt Flag-tagged at the N-terminus; (4) 140Q, heterozygous 3xFlag-Htt^140Q/7Q^ ES cells carrying an *Htt* allele with an expanded polyQ tagged with a 3xFLAG tag at the N-terminus (Zheng et al., 2012).

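In the mouse genome build GRCm38 with the GENCODE M21 annotation, Htt lies on the plus strand of chromosome 5 from 34761740 to 34912534 and spans 150795 bp. The Htt transcript with the most exons has 67 exons. Exon 1, deleted together with the promoter in HN mESCs, lies from 34761744 to 34762109. It is 366 bp long, and 203 of its bases are coding. Exons 16 and 17, over which the paper measured Htt mRNA by RT-qPCR, lie outside the deleted sequence. Exon 16 lies from 34818897 to 34819034 (138 bp) and exon 17 from 34819951 to 34820109 (159 bp), and both are wholly coding.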

Mouse embryonic stem cells were maintained undifferentiated on 0.1% gelatin-coated plates under feeder-free culture conditions in standard ES medium containing Dulbecco’s minimal essential medium (DMEM, Cellgro) supplemented with 15% ES-Cult FBS (STEMCELL Technologies), 1X Penicillin–Streptomycin–Glutamine (P/S/Q), 1 mM sodium pyruvate, 1X non-essential amino acids (NEAA), and 0.1 mM β-mercaptoethanol (all from GIBCO), 10^3^ Units/ml ESGRO mouse Leukemia Inhibitory Factor (LIF, Millipore), and 2 μM SU 5402 (VEGFR and FGFR inhibitor; Tocris Bioscience), 0.8 μM PD184352, and 3 μM CHIR99021 (MEK and GSK3 inhibitors, respectively, both from BioVision). Standard ES medium was changed daily and cells were passaged every 2–3 days using 0.05% Trypsin/EDTA.

### 5-Stage Neural Cell Differentiation

Mouse embryonic stem cells were differentiated into neural cells according to the 5-stage neural differentiation protocol developed by Dr. Ronald D.G. McKay (Okabe et al., 1996; Lee et al., 2000). Undifferentiated ES cells (Stage 1) were grown as described above for at least three passages before proceeding to the next stage.

To induce EBs formation (Stage 2), mESCs were dissociated into single-cell suspension with 0.05% trypsin/EDTA and plated onto 100 mm non-adherent bacterial petri dishes (2 × 10^6^ cells per dish) in the standard ES medium without LIF and the inhibitors. Floating EBs formed spontaneously were cultured for 4 days in suspension, collected and plated onto 100 mm tissue culture plates in the standard ES medium without LIF and the inhibitors.

After EBs attached to the culture plate began to differentiate (after 24 h), selection of nestin-positive cells (Stage 3) was initiated by replacing the standard ES medium with the serum-free ITSFn medium, which contained DMEM/Ham’s F-12 50/50 (Cellgro) supplemented with 1X P/S/Q, 5 μg/ml insulin, 50 μg/ml human apo-transferrin, 30 nM selenium chloride, and 5 μg/ml fibronectin. ITSFn medium was replenished every 2 days.

After 8 days of selection, expansion of nestin-positive cells (Stage 4) was initiated. Briefly, cells were dissociated with 0.05% trypsin/EDTA and plated on poly-L-ornithine and laminin-coated tissue culture plates or glass coverslips at a density of 1.5–2 × 10^5^ cells per cm^2^ in the N2 medium containing DMEM/Ham’s F-12 50/50 supplemented with 1X P/S/Q, 25 μg/ml insulin, 50 μg/ml human apo-transferrin, 30 nM selenium chloride, 20 nM progesterone, 100 μM putrescine, 10 ng/ml bFGF (R&D Systems), and 1 μg/ml laminin. Nestin-positive cells were expanded for 6 days. The medium was changed every 2 days.

Differentiation (Stage 5) was induced by withdrawing bFGF from the N2 medium. Cells were incubated under differentiation conditions for 6–15 days, changing the medium every 2 days.

### Alkaline Phosphatase Staining

Alkaline phosphatase staining was used to confirm undifferentiated mESCs. Cells cultured on 6-well plates were fixed in a fixative solution (citrate buffered acetone, 60%) for 30 s, and rinsed gently in deionized water. Cells were incubated in an alkaline-dye mixture, which contained Fast Blue RR Salt and Naphthol AS-MX Phosphate Alkaline Solution (Sigma-Aldrich) for 30 min at 37°C. Afterward, cells were rinsed thoroughly in deionized water, followed by examination under a microscope.

### Immunocytochemistry

Cells cultured on glass coverslips were fixed in 4% paraformaldehyde in PBS for 10 min, followed by permeabilization in PBS containing 0.25% Triton X-100 for 10 min. Blocking was carried out by incubation in 1% BSA in PBST (PBS + 0.1% Tween 20) for 30 min. Cells were incubated with primary antibodies for 2 h at room temperature. Following antibodies were used at indicated dilutions: mouse α-nestin (Millipore; 1:300), mouse α-β-III tubulin (Millipore; 1:400) and rabbit α-GFAP (Sigma-Aldrich; 1:400). Fluorescently labeled goat α-mouse/rabbit secondary antibody (1:500 for 1 h at room temperature) was applied to samples in the dark. Nuclear counterstaining was performed by incubating samples in 1 mM TO-PRO-3 (Invitrogen) in PBS for 20 min followed by confocal imaging.

### Three Germ Layer Differentiation via Hanging-Drop EB Formation

Htt mESC lines were induced to differentiate into three germ layers (ectoderm, mesoderm, and endoderm). Differentiation protocols used involved hanging-drop EB formation (Schroeder et al., 2009) in which a defined number of mESCs was used to form one EB. In this way, all EBs generated would be of similar size. To make hanging-drop EBs, mESCs were maintained undifferentiated for at least three passages, followed by trypsinization and counting. Single-cell suspension containing defined mESC number (200, 500, and 600 cells/20 μl for neural, cardiac, and pancreatic differentiation, respectively) was prepared in the Differentiation Medium I consisting of Iscove’s modification of DMEM (IMDM) supplemented with 20% ES-Cult FBS, 1X P/S/Q, 1 mM sodium pyruvate, 1X NEAA and 450 μM monothioglycerol (Sigma-Aldrich). On the lid of a 100 mm bacteriological Petri dish, about 60 droplets (20 μl per drop) of mESC suspension were placed. 10 ml of PBS was added to the dish. The lid was inverted and mESCs in hanging-drops were cultivated for 2–3 days. During this period, mESCs aggregated to form one EB within each droplet. Hanging-drop EBs were then incubated in suspension in the Differentiation Medium I for 2–3 days until the time of specific lineage differentiation. When collecting or transferring floating EBs, large orifice 200 μl tips were used to keep EBs intact.

### Neural Progenitor Cell Differentiation

Neural EBs (200 mESCs per drop) were hung for 2 days before transferring to ultra-low attachment 96-well plate and EBs were further cultivated for 3 days. One EB was placed in one well so that size and morphology could be examined under a microscope. Day 5 EBs were collected and placed into a 24-well cell culture plate for attachment. After 1 day, NSC selection was started by switching the medium to ITSFn medium, followed by NSC expansion in the N2 medium. This corresponds to Stage 3 and Stage 4 of the 5-stage neural differentiation method described above.

### Cardiac Progenitor Differentiation

Cardiac EBs (500 mESCs per drop) were hung for 3 days before transferring to a 60 mm bacteriological Petri dish and cultured for 2 days in suspension. Day 5 EBs were placed in gelatin-coated 6-well plates (about 15 EBs per well) for attachment and differentiation in Differentiation Medium I. This was sufficient to drive cardiac differentiation as beating EBs were observed from both R1 and HN after 7 days. The medium was changed every 2 days for 2 weeks (Boheler et al., 2002; Schroeder et al., 2009).

### Pancreatic Progenitor Differentiation

Pancreatic EBs (600 mESCs per drop) were hung for 3 days before transferring to a 60 mm bacteriological Petri dish and cultured for 2 days in suspension. Day 5 EBs were plated on gelatin-coated 6-well plates for attachment and differentiation in Differentiation Medium I. The medium was changed every 2 days for 9 days. Cells were trypsinized and seeded onto poly-L-ornithine/laminin-coated plates in the pancreatic differentiation medium. The medium was composed of DMEM/F12 supplemented with 1X P/S/Q, 25 μg/ml insulin, 50 μg/ml human apo-transferrin, 30 nM selenium chloride, 20 nM progesterone, 100 μM putrescine, 1 μg/ml laminin, 2% B27 and 10 mM nicotinamide. The medium was changed every 2 days for 3 weeks (Blyszczuk et al., 2004; Schroeder et al., 2009).

In lineage differentiation experiments, cell morphology was monitored under a microscope throughout the differentiation protocol. Cells at different stages were collected for RNA extraction and progenitor-specific markers were detected by RT-PCR.

### RNA Extraction, cDNA Synthesis, RT-PCR

Total RNA was extracted using TRI-Reagent (Sigma-Aldrich) followed by DNase-I treatment (Promega). For each sample, 1 μg of total RNA was used to synthesize cDNA using the First-Strand cDNA Synthesis Kit and 10X primer mix from USB (Affymetrix). qPCR was carried out on equal volumes of RT reactions using the 2X SYBR^®^ Green PCR Master Mix (Applied Biosystems). Cycling parameters used were: denaturation at 95°C for 30 s, annealing at 52–60°C for 40 s depending on primers, and elongation at 72°C for 45 s, for 45 cycles. qPCR data was calculated after normalization to GAPDH or 18S ribosomal RNA. 

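The primer pairs listed for RT-qPCR were searched, base for base, in the annotated transcripts of their genes, with positions in GRCm38. The Olig2 product is 260 bp long and lies in the coding part of exon 2, on chromosome 16 from 91226613 to 91226872. The Olig1 product is 171 bp long and lies in exon 1, at least in part in untranslated sequence, on the same chromosome from 91271281 to 91271451. The Nod1 product is 144 bp long and lies in exon 2 on chromosome 6 from 54949462 to 54949605. The Sdc2 product is 180 bp long and joins exons 1 to 3, whose primer sites lie on chromosome 15 from 32921290 to 33023700. For the down-regulated genes, the Maoa product of 117 bp joins exons 1 and 2 (X chromosome, 16619858 to 16634242) and the Fundc1 product of 158 bp also joins exons 1 and 2 (X chromosome, 17571315 to 17572165). The Kdm6a product of 305 bp runs from exon 20 to exon 23 (X chromosome, 18262322 to 18264612). The Ly6a product of 114 bp joins exons 3 and 4 (chromosome 15, 74995387 to 74996472), and the Myof product of 127 bp joins exons 36 and 37 (chromosome 19, 37930993 to 37932659). The Nkx2-5 product of 180 bp lies in exon 2 (chromosome 17, 26839391 to 26839570), and the Myh6 product of 302 bp runs from exon 36 to exon 39 (chromosome 14, 54941969 to 54944315). For each of these genes, 0 other genes held both primer sites in one transcript. Both Crisp1 primers, the Nes reverse primer and the Isl1 forward primer had 0 exact matches in the annotated transcripts of their gene.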

Primer sequences are provided in Supplementary Table 1.

### Western Blot Analysis

Mouse embryonic stem cells were lysed in total lysis buffer [20 mM Tris-HCl (pH 8.0), 137 mM NaCl, 1 mM EDTA, 1% Triton X-100, 10% glycerol, 1.5 mM MgCl_2_, 1 mM DTT, 1 mM PMSF, and 1X protease inhibitor cocktail] and cell lysate extracted by centrifugation at 13,000 rpm for 30 min at 4°C. Protein concentrations were measured by Bradford assay (Bio-Rad). Fifty micrograms of total protein was loaded in each lane of an SDS-polyacrylamide gel.

Cytoplasmic and nuclear fractions were extracted using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Pierce Biotechnology). From 20 μl of packed cells as starting material, about 200 μl of cytoplasmic fraction and 100 μl of nuclear fraction were obtained. Five percentage of total volume was loaded in each lane.

The following antibodies were used at the indicated dilution: rabbit α-Kdm6A (1:2000, Bethyl Laboratories), rabbit α-Olig2 (1:1000, Novus Biologicals), rabbit a-Vinculin (1:4000, Thermo Fisher Scientific), rabbit α-YY1 (1:2000, Santa Cruz Biotechnology), IRDye 680RD goat α-rabbit secondary antibody (1:10000, LI-COR Biosciences). Fluorescent signal was scanned using the LI-COR Odyssey machine.

### Statistical Analysis

Unless stated otherwise, values in the figures and text are presented as mean ± SEM. Statistical analysis was performed using Prism 7 (GraphPad Software). One-way analysis of variance (ANOVA) was used followed by Bartlett’s test. ^∗∗∗∗^*P* < 0.0001 represents statistical significance.

### RNA-Seq

Total RNA was isolated from three different batches of R1 and HN mESCs collected on different dates using the Direct-zol^TM^ RNA MiniPrep Kit (Zymo Research) according to the manufacturer’s instructions. Bioanalyzer was used to determine RNA concentration and quality. One hundred and thirty nanograms of total RNA was used to construct RNA-Seq libraries using Illumina TruSeq RNA Library Preparation Kit v2 and 15 cycles of PCR amplification. Libraries were run on an Illumina HiSeq 2500 instrument using a paired end 50 protocol, rapid run flow cell.

Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. Reads were aligned to the mouse genome (build mm10/GRCm38) using the splice-aware STAR aligner (Dobin et al., 2013). PCR duplicates were removed using the Picard toolkit^1^. HTSeq package (Anders et al., 2015) was utilized to generate counts for each gene based on how many aligned reads overlap its exons. These counts were then normalized and used to test for differential expression using negative binomial generalized linear models implemented by the DESeq2 R package (Love et al., 2014). Additionally, differential exon usage analysis was performed using the DEXSeq R package (Anders et al., 2012). The RNA-seq data has been deposited to the NCBI GEO database with an accession number GSE92905.

## Results

### mESCs Lacking Htt Fail to Differentiate into Neural Stem Cells

We investigated potential role for wild type and mutant Htt in the differentiation of mESCs to cells of neural lineage. The four mESC lines tested were: wild type R1 ES cells, *Htt* nullizygous HN ES cells (Zeitlin et al., 1995), 7Q ES cells that express Flag-tagged wild type Htt (3xFlag-Htt^7Q/7Q^), heterozygous 140Q ES cells carrying an allele encoding Flag-tagged expanded polyQ Htt (3xFlag-Htt^140Q/7Q^) (Zheng et al., 2012). Expression of Htt and pluripotency markers was verified by immunoblotting and RT-qPCR (Supplementary Figure 1). The R1, HN, 7Q, and 140Q ES cells were differentiated into neurons/glia using the 5-stage neural differentiation method involving generation of massive EBs (Okabe et al., 1996; Lee et al., 2000). mESCs (Stage 1) were cultured under feeder-free conditions and undifferentiated status confirmed by dark purple staining of ES colonies in the AP assay (**Figure 1A**). Floating EBs (Stage 2) were spontaneously generated after seeding mESCs to a non-adherent Petri dish. All four mESCs formed EBs of different sizes. HN mESCs formed EBs much smaller than other three lines (**Figure 1B**). After 4 days in suspension, EBs were transferred to cell culture plates for attachment and differentiation. This was the start of Stage 3, selection of nestin-positive NSCs. After 1 day in the ITSFn medium, all EBs from R1, 7Q, and 140Q lines attached and started to differentiate. However, less than half of HN EBs attached and showed little signs of differentiation (**Figure 1C**). Cells were cultured in ITSFn for seven more days. R1, 7Q, and 140Q lines continued to differentiate and NSCs spread across the entire culture plate (**Figure 1C**, Day 8). After several rounds of changes of the ITSFn medium over 8 days, only a low percentage of HN EBs remained attached, with limited differentiation. Nestin-positive NSCs (Stage 4) were expanded by collecting and replating the Day 8 ITSFn cells into N2 medium. On average, nearly 10-fold less cells were obtained from HN (**Figure 1C**; Table). After culturing for 6 days in the N2 medium, cells were stained for an NSC marker nestin. Nearly all differentiated cells expressed nestin (**Figure 1D**), indicating successful generation of NSCs. They were next differentiated into neurons/glia (Stage 5). A mixture of neurons (β-III tubulin-positive) and glia (GFAP-positive) was obtained from both R1 and 7Q lines (wild type for Htt, **Figure 1E**). Most of HN NSCs died leaving a few large cells stained positive for GFAP. For 140Q NSCs, cell death was observed during the final stage of differentiation (Stage 5, Day 4, **Figure 1E**; Supplementary Figure 2), consistent with a previous report (Conforti et al., 2013). In summary, cells with wild type or mutant Htt (R1, 7Q, and 140Q) were able to generate NSCs, but cells lacking Htt (HN) did not make the NSCs. Further, only wild type ES cells differentiated into neurons/glia.

**FIGURE 1:**
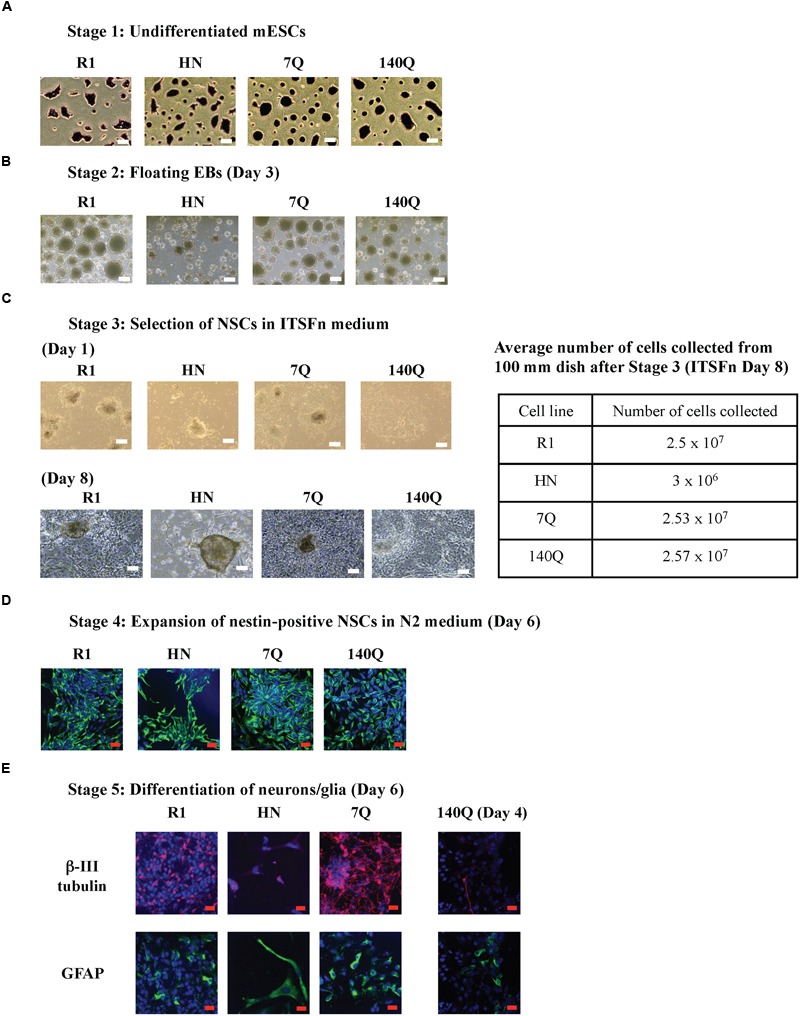
**Neural differentiation of mESC lines carrying different forms of Htt.** Using the 5-stage neural differentiation method, four mESC lines were differentiated into neurons/glia. Morphology of cells at different stages is shown. **(A)** Stage 1: mESCs. The pluripotency of mESCs was examined by the AP assay. **(B)** Stage 2: floating EBs at Day 3. **(C)** Stage 3: Selection of NSCs in ITSFn medium. EBs were plated onto cell culture plates for attachment and differentiation. Morphology of NSCs on Day 1 and Day 8 are shown. The average number of cells collected from one 100 mm dish after Stage 3 (ITSFn, Day 8) for each cell line is shown in the table. **(D)** Stage 4: Expansion of nestin-positive NSCs in N2 medium at Day 6. Anti-nestin (green) and TO-PRO-3 dye (blue, nuclei). **(E)** Stage 5: Differentiation of neurons/glia at Day 6 (R1, HN, 7Q) and Day 4 (140Q). Shown are β-III tubulin in red, GFAP in green, and TO-PRO-3 in blue. Scale bar: **(A–C)** 200 μm, **(D,E)** 25 μm.

### mESCs Lacking Htt Show Limited Capacity to Form Neural Progenitor Cells

The above results suggest a requirement for Htt in neural differentiation. We next employed differentiation protocols involving hanging-drop EB formation. A defined number of mESCs was used to form one EB so that all EBs generated would be of similar size (Schroeder et al., 2009). These protocols were used to produce progenitors of ectoderm, endoderm, and mesoderm lineages.

Neural progenitor cell differentiation (ectodermal lineage) was carried out in four mESC lines (**Figure 2A**). All made intact EBs (spheres); however, on average HN neural EBs were smaller in size (**Figure 2B**). Instead of using 60 mm Petri dishes, we modified the original protocol by transferring day 2 neural EBs to ultra low attachment 96-well plates. This way we could monitor floating EBs one by one under a microscope. For each EB, it was counted as ‘formed’ if it had a good spherical structure. The efficiency of EB formation, calculated as the number of EBs formed over EBs seeded, was similar for all four cell lines (around 95%, **Figure 2B**). After culturing in ultra low attachment 96-well plates for 3 days, bright field images of Day 5 neural EBs were captured. All EBs generated from R1, 7Q, and 140Q lines remained spherical, with an average diameter above 300 μm (**Figure 2C**). In contrast, HN neural EBs were much smaller (50% of R1 neural EBs) and appeared disorganized in structure. Day 5 neural EBs were transferred to cell culture plates for attachment and differentiation to NSCs in ITSFn medium. On Day 1 in the ITSFn medium, almost all R1, 7Q, and 140Q neural EBs attached to cell culture plates and started to differentiate. However, most HN neural EBs did not attach. Attached cells if any did not differentiate. Differentiation potential of neural EBs was calculated as the percentage of EBs attached and differentiated over the total number of EBs plated. HN neural EBs showed low efficiency of differentiation (<10%), while R1, 7Q, and 140Q neural EBs efficiently generated NSCs (>95%) (**Figure 2D**). NSC selection in ITSFn medium was carried out for 8 days. Only a few HN neural EBs attached to cell culture plates with no sign of differentiation (**Figure 2D**, Day 8). In contrast, neural EBs of R1, 7Q, and 140Q cell lines differentiated into NSCs and occupied nearly the entire plate.

**FIGURE 2:**
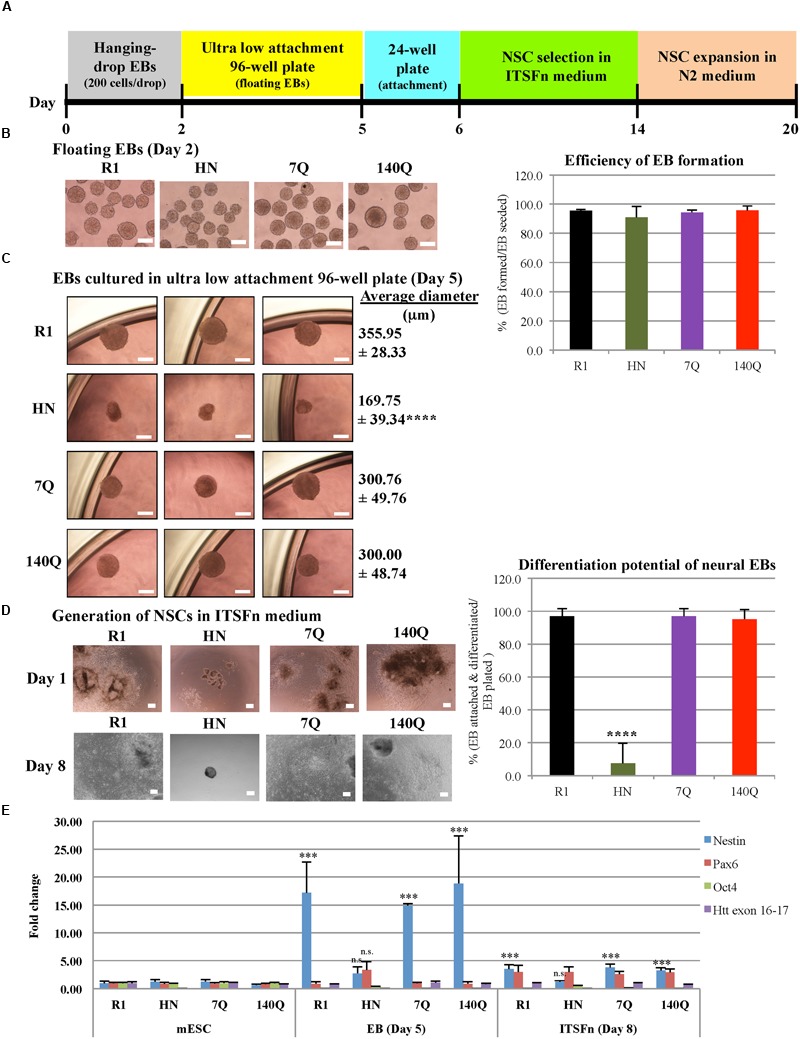
**Neural progenitor cell differentiation by the hanging-drop EB method (ectodermal lineage). (A)** Diagram showing the timeline of neural progenitor differentiation. **(B)** Morphology of floating EBs at Day 2. Graph at right shows efficiency of EB formation, calculated as the percentage of EBs formed over the total number of EBs seeded. R1: 95.62 ± 0.75, HN: 91.04 ± 7.41, 7Q: 94.37 ± 1.71, 140Q: 95.88 ± 2.88. No statistical significance. **(C)** Morphology and average diameter of Day 5 EBs cultured in ultra low attachment 96-well plate. ^∗∗∗∗^*P* < 0.0001, compared to R1, 7Q, and 140Q, by one-way ANOVA test. *n* = 3 independent experiments. **(D)** Generation of NSCs. Morphology of NSCs cultured in ITSFn medium at Day 1 and Day 8. Differentiation potential of neural EBs was calculated as the percentage of EBs attached and differentiated over the total number of EBs plated. R1: 97.09 ± 4.47, HN: 7.60 ± 12.04, 7Q: 97.08 ± 4.76, 140Q: 95.31 ± 5.86. ^∗∗∗∗^*P* < 0.0001, compared to R1, 7Q, and 140Q, by one-way ANOVA test. *n* = 3 independent experiments. Scale bar **(B–D)**: 200 μm. **(E)** Expression of different markers during neural progenitor cell differentiation. Quantitative RT-qPCR was performed for Nestin, Pax6, Oct4, Htt exon 16-17, and GAPDH using RNA collected from cells at different neural differentiation stages including mESC, EB (Day 5), and ITSFn (Day 8). Gene expression was calculated as fold change (over R1 mESC) after normalization to GAPDH expression. ^∗∗∗^*P* < 0.001, compared to mESCs, by Dunnett’s multiple comparisons test (one-way ANOVA). n.s., non-significant (*P* > 0.05). Separate graphs for Oct4 and Htt exon 16-17 are shown in Supplementary Figure 3A.

Quantitative RT-qPCR was performed for Nestin, Pax6, Oct4, Htt exon 16-17, and GAPDH using RNA collected from cells at different neural differentiation stages (**Figure 2E**; Supplementary Figure 3A). We found expression of Nestin elevated in R1, 7Q, and 140Q EBs (Day 5) and ITSFn NSCs (Day 8), but not in HN cells. Lack of Nestin induction in HN ITSFn NSCs agreed with the observation that HN was less efficient in generating NSCs compared to stem cells expressing wild type or mutant Htt. We also examined Pax6 levels during neural differentiation. In ITSFn NSCs, all four cell lines showed elevated Pax6, however, they were not statistically significant. At the mESC stage, all four cell lines showed expression of the pluripotent gene Oct4 (Supplementary Figure 3A). Upon neural differentiation to EBs and ITSFn NSCs, Oct4 mRNA levels were dramatically reduced to less than 10% for R1, 7Q, and 140Q cells. By contrast HN cells maintained relatively high Oct4 expression in EBs (34%) and ITSFn NSCs (50%). This is consistent with the observation that HN EBs did not readily attach and differentiate into NSCs when floating EBs were placed in cell culture plates. As expected Htt (exon 16-17) expression in HN cells was 10-fold less than R1, 7Q, and 140Q cells at all stages of differentiation. The results suggest that HN mESCs have limited capacity in generating neural progenitor cells.

### mESCs Lacking Htt Can Differentiate into Pancreatic and Cardiac Progenitor Cells

We next sought to determine whether Htt is also required for endoderm and mesoderm differentiation. Cardiac progenitor differentiation (mesodermal lineage) was carried out on R1 and HN mESCs using the hanging-drop EB method, with 500 mES cells in each droplet (**Figure 3A**). At Day 4, cardiac EBs remained intact in both cell lines, although the size of HN cardiac EBs was smaller (**Figure 3B**). On Day 5, cardiac EBs were transferred to cell culture plates. Almost all EBs attached and differentiated over the following 2 weeks. Both R1 and HN mESCs differentiated into cardiac progenitor cells with similar morphology on Day 12 and Day 19 (**Figure 3B**). RT-qPCR analysis showed presence of cardiac progenitor-specific markers Nkx2.5 and αMHC in differentiated cells (**Figure 3C**). Interestingly, we found expression of the markers to be greater at Day 12 in HN cardiac progenitors compared with Day 19 cells, while R1 cells showed induction of these two markers as mESCs differentiated to Day 12 and Day 19 cardiac EBs. The observed difference suggests Htt may play a limited role in this process. At the mESC stage, both R1 and HN cells showed expression of the pluripotent gene Oct4 (Supplementary Figure 3B). Upon cardiac progenitor cell differentiation, Oct4 mRNA levels were greatly reduced to about 10% or less in both cell lines. Immunocytochemistry of Desmin, a specific marker expressed in Day 11 cardiac EBs, showed positive staining in both R1 and HN Day 12 cardiac EBs (Supplementary Figure 4). The results suggest that *Htt* is not required for cardiac progenitor cell differentiation under the experimental conditions used in this study.

**FIGURE 3:**
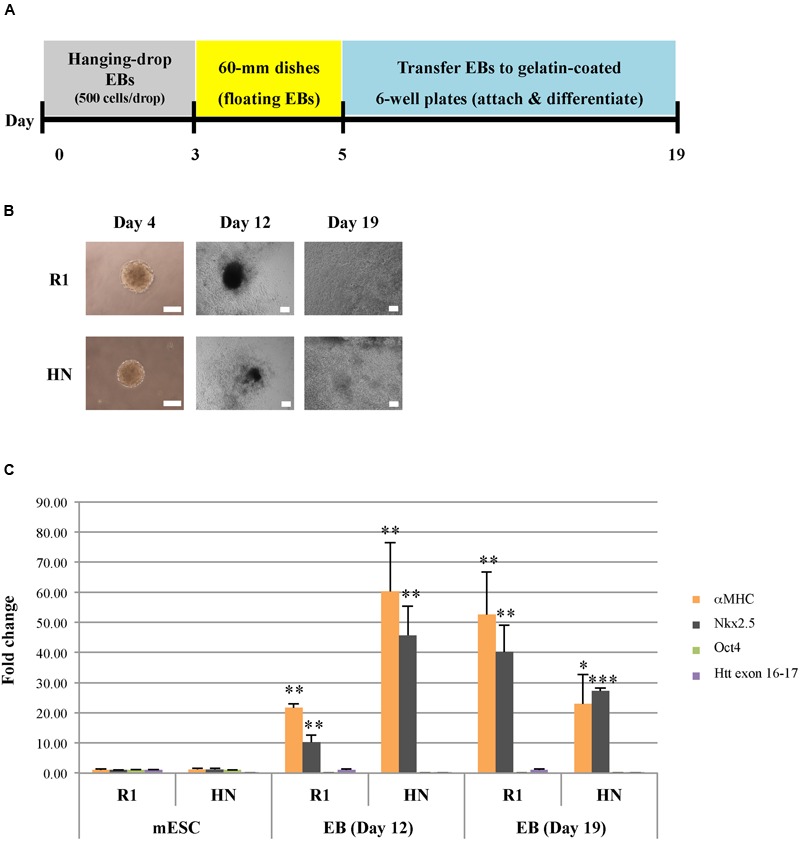
**Cardiac progenitor cell differentiation by the hanging-drop EB method (mesodermal lineage). (A)** Diagram showing the timeline of cardiac progenitor differentiation. **(B)** Morphology of R1 and HN cells during cardiac progenitor differentiation. Scale bar: 200 μm. **(C)** mRNA expression of cardiac progenitor cell-specific markers αMHC and Nkx2.5 at Day 12 and 19 was determined by quantitative RT-qPCR. Gene expression was calculated as fold change (over R1 mESC) after normalization to GAPDH expression. ^∗∗∗^*P* < 0.001, ^∗∗^*P* < 0.01, and ^∗^*P* < 0.05, compared to the mESC group by Dunnett’s multiple comparisons test (one-way ANOVA). Separate graphs for Oct4 and Htt exon 16-17 are shown in Supplementary Figure 3B.

Next, we carried out differentiation of R1 and HN mESCs into pancreatic progenitor cells (endodermal lineage) (**Figure 4A**). Similar to cardiac progenitor differentiation, pancreatic EBs formed from both cell lines, albeit those from HN EBs were smaller in size (**Figure 4B**). We found almost all pancreatic EBs attach and differentiate after plating Day 5 EBs onto cell culture plates. Similar morphologies were observed between R1 and HN differentiated cells (**Figure 4B**, Day 10). On Day 14, differentiated cells were collected and replated for further differentiation into pancreatic progenitors. Both R1 and HN cell lines gave rise to morphologically similar pancreatic progenitors as shown for Day 19 and Day 31 (**Figure 4B**). Quantitative RT-PCR analysis demonstrated mRNA expression of Isl1, a marker of pancreatic progenitors, in both R1 and HN differentiated cells at Day 20 and Day 35 (**Figure 4C**). Gcg (glucagon) is a pancreatic hormone whose expression appears at later stages of pancreatic progenitor cell differentiation. RT-qPCR data showed induction of Gcg in both R1 and HN pancreatic EBs after 20 days of differentiation. At Day 15, we observed differences in the levels of Isl1 and Gcg expression between R1 and HN cells, indicating the absence of Htt may have an effect on early stages of pancreatic differentiation. Nestin is also a marker during pancreatic differentiation. Its expression was found elevated dramatically in both R1 and HN EBs on Day 15 (>20-fold). Nestin levels decreased gradually as pancreatic differentiation continued. At the mESC stage, both R1 and HN cells showed expression of the pluripotent gene Oct4 (Supplementary Figure 3C). Upon pancreatic progenitor cell differentiation, Oct4 mRNA levels were greatly reduced to about 10% in both cell lines. The results suggest that *Htt* is also not required for pancreatic progenitor cell differentiation under the experimental conditions used in this study.

**FIGURE 4:**
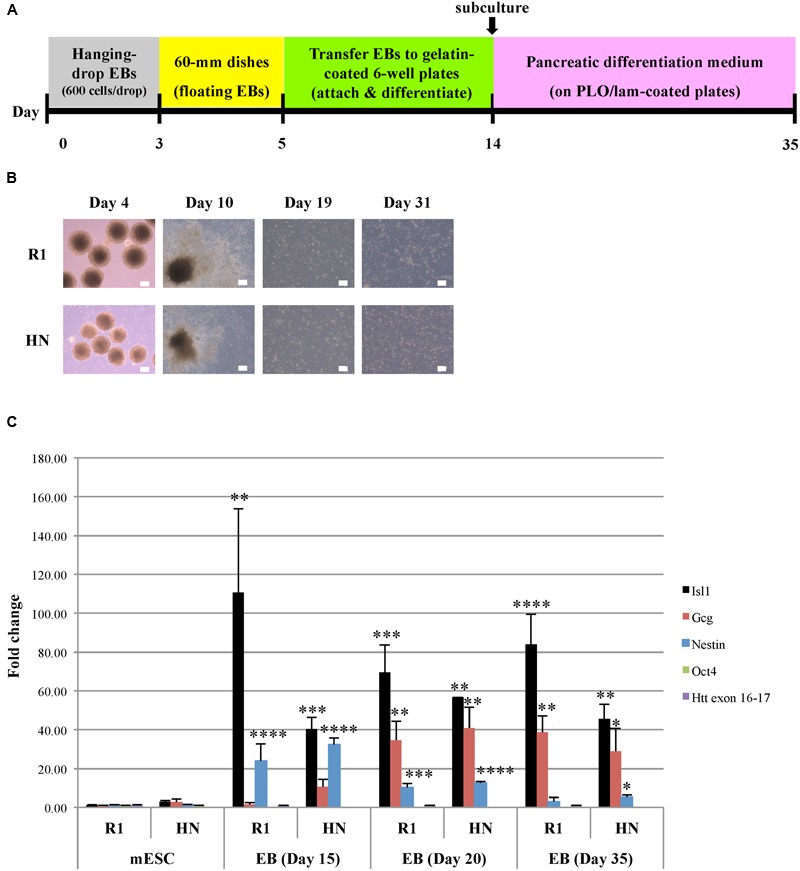
**Pancreatic progenitor cell differentiation by the hanging-drop EB method (endodermal lineage). (A)** Diagram showing the timeline of pancreatic progenitor differentiation. **(B)** Morphology of R1 and HN cells during pancreatic progenitor differentiation. Scale bar: 200 μm. **(C)** mRNA expression of pancreatic progenitor cell-specific marker Isl1 and Gcg at Day 15, 20, and 35 was determined by quantitative RT-qPCR. Gene expression was calculated as fold change (over R1 mESC) after normalization to GAPDH expression. ^∗∗∗∗^*P* < 0.0001, ^∗∗∗^*P* < 0.001, ^∗∗^*P* < 0.01, and ^∗^*P* < 0.05, compared to the mESC group by Dunnett’s multiple comparisons test (one-way ANOVA). Separate graphs for Oct4 and Htt exon 16-17 are shown in Supplementary Figure 3C.

In these experiments, 500 and 600 mES cells per droplet were used to generate cardiac and pancreatic EBs, respectively. Since neural EBs were made with 200 mESCs per droplet we repeated the experiment with 500 and 1000 mES cells per droplet (Supplementary Figure 5). We observed HN Day 5 neural EBs slightly larger when the cell number increased from 500 to 1000 per droplet. However, they remained disorganized similar to HN neural EBs that were generated from 200 cells per droplet. Further differentiation in ITSFn medium (Day 1 and Day 6) showed that HN neural EBs from 500 or 1000 cells per droplet did not attach and differentiate into NSCs efficiently. Therefore, increasing the starting number of mESCs to generate neural EBs did not alter the poor efficiency of *Htt*-null cells in generating NSCs.

### Transcriptional Profiles of R1 and HN mESCs by RNA-Seq

The neural differentiation experiments showed inefficient generation of NSCs from HN mESCs, suggesting *Htt* plays a critical role in this process. To investigate the basis for the lack of neural differentiation we carried out gene expression profiling by RNA-seq to examine if genes involved in neural differentiation were dysregulated in HN mESCs.

Using RNA isolated from undifferentiated R1 and HN mESCs, we performed 50 nucleotide paired-end total mRNA sequencing. 

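RNA-seq measures the mRNA level of each gene by the number of sequenced fragments that fall on its exons. The experiment compared R1 mESCs, the parental wild type line, with HN mESCs, with 3 libraries of each line from 3 batches collected on different dates. HN mESCs lack the promoter and exon 1 of Htt, not the whole gene. Htt had normalized counts of 230, 257 and 199 in R1 replicates 1, 2 and 3. In HN replicates 1, 2 and 3 the counts were 18.3, 58.1 and 54.2. The mean was 229 ± 29.0 in R1 and 43.5 ± 22.0 in HN mESCs (SD, n = 3), a log2 fold change of -2.52 (standard error 0.37, Benjamini-Hochberg (BH) adjusted p = 0.0141 by limma). All 3 HN libraries lay below all 3 R1 libraries, although between 15 and 82 Htt reads remained in each HN library. The authors aligned the reads to mm10/GRCm38 with STAR, removed PCR duplicates with Picard, counted the reads on the exons of each gene with HTSeq and normalized the counts with DESeq2. The deposited values are these normalized counts for 23412 genes. Within each library, every value was a whole multiple of the value of 1 read (100% of values), so that the reads could be recovered. R1 replicates 1, 2 and 3 held 2426485, 3604420 and 1640391 reads on genes (median 2426485). HN replicates 1, 2 and 3 held 2078543, 3866717 and 2171933 (median 2171933). The size factors were 0.939, 1.352 and 0.742 for R1 and 0.822, 1.411 and 0.923 for HN, each equal to the median of ratios of the recovered reads. At least 1 read was found on 18133, 19083 and 20675 genes in R1 and on 18986, 18478 and 20542 genes in HN replicates 1, 2 and 3. Replicate 3 of each line thus had reads on the most genes although it was not the deepest library. Fold changes are differences of mean log2(normalized count + 1) between HN and R1, which understate the change of genes with few reads. They were tested with limma, with a trend of variance on expression, for the 14276 genes whose mean over the 6 libraries was at least 5. An exact two-sided permutation test of 3 libraries against 3 cannot give a p-value below 0.1. Single genes are therefore judged by limma, which shares the estimate of variance across genes, and by whether the libraries of the lines overlap.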

Comparison of expression profiles between HN and R1 mESCs identified 51 up-regulated genes (log2 fold change > 1, *p* < 0.05) and 48 down-regulated genes (log2 fold change < -1, *p* < 0.05). **Tables 1** and **2** show top 20 up-regulated and down-regulated genes in HN mESCs. 

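In limma's test without a block for the collection date, 17 genes were up-regulated and 18 were down-regulated in HN mESCs, with an absolute log2 fold change above 1 and a BH-adjusted p-value under 0.05. At an unadjusted p-value under 0.05, the numbers were 125 and 133. Replicate 1 of both lines shares a collection date, as do replicates 2 and 3. Across genes, which are not independent replicates, the deviations of same-date libraries from the mean of their line were correlated at 0.25, 0.69 and 0.77 (mean 0.57), and those of different-date libraries from -0.71 to 0.34 (mean -0.28). The deviations of a line sum to 0, so the different-date mean largely follows from the same-date mean and is no separate check. The highest different-date value, R1 replicate 1 with HN replicate 2, lay above the same-date pair of replicate 1 (0.25), so the pairing is weak for replicate 1. With the replicate number as a block, limma called 130 genes up-regulated and 148 down-regulated, including all genes called without the block. In that fit the variance of a gene comes largely from other genes. Its p-values therefore do not measure how far the 3 same-date pairs of a single gene spread. On the recovered reads, edgeR's quasi-likelihood test called 16 and 18 genes, and DESeq2, the package used by the authors, called 47 and 33. Among the alternatives, the numbers moved most with edgeR and the replicate block, to 132 and 152, and with limma without a variance trend, to 0 and 0 (128 and 157 at an unadjusted p-value under 0.05). All 20 genes of Table 1 were higher in HN in each of the 3 same-date pairs, with log2 fold changes from 1.50 to 3.33 (median 2.10), and no R1 library reached an HN library. Of these genes, 12 were called without the block and 20 with it. Ubd, Uggt2, Peg3, D2hgdh, Crisp1, Tgds, Olig2 and Trim34a were not called without the block. All 20 genes of Table 2 were lower in HN in each same-date pair, with log2 fold changes from -5.69 to -1.54 (median -2.04), again without overlap between the lines. Of these, 16 were called without the block and 20 with it, and Hnf4a, Anxa3, Crxos1 and Fbxo2 were not called without it. Adjusted over each list alone, 20 genes of each table passed. The lists are the paper's own calls on these libraries, so this, their shared direction and the absence of overlap show no stability. Across all tested genes, the libraries of the lines did not overlap for 1537 (10.8%). Chance gives 10% only if the collection date has no effect. Since same-date libraries were correlated, this comparison cannot show whether the lines differ.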

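Alg13 (GRCm38, chromosome X from 144317804 to 144374450) heads Table 1. Its normalized count was 34.5 ± 5.01 in R1 and 281 ± 59.4 in HN mESCs (SD, n = 3), a log2 fold change of 2.97 (standard error 0.24, BH-adjusted p = 2.81e-04 by limma, and 8.22e-16 with the replicate block). Nod1 (chromosome 6 from 54923949 to 54972612) had the largest log2 fold change of the genes in Table 1 in 13 of 21 settings. Ubd had it in 5, with edgeR and DESeq2 with and without the block and with a pseudocount of 0.1, and Alg13 in 3, with a pseudocount of 10 and with the shrunken DESeq2 fold changes. The fits of DESeq2 with the block among these were chosen after seeing the data. In limma the replicate block, the filter on low values and the variance trend cannot change a log2 fold change, so those settings repeat the main value. The normalized count of Nod1 was 13.0 ± 11.0 in R1 and 117 ± 25.6 in HN mESCs (SD, n = 3). Its log2 fold change was 3.33 (standard error 0.45, BH-adjusted p = 0.00817 by limma, and 1.11e-10 with the replicate block). Sdc2 (chromosome 15 from 32920723 to 33034935) had 21.0 ± 7.93 in R1 and 81.7 ± 5.71 in HN mESCs (SD, n = 3), a log2 fold change of 1.98 (standard error 0.33, BH-adjusted p = 0.0278 by limma, and 1.23e-07 with the replicate block). Crisp1 (chromosome 17 from 40293758 to 40319207) was read sparsely, with 2, 3 and 3 reads in R1 replicates 1, 2 and 3 and 13, 40 and 11 in HN. Its normalized count was 2.80 ± 1.08 in R1 and 18.7 ± 8.59 in HN mESCs (SD, n = 3), a log2 fold change of 2.32 (standard error 0.64, BH-adjusted p = 0.374 by limma, and 0.00136 with the replicate block). On the line means, it was at least 5.9-fold higher in HN against the level that 3 reads give. The normalized counts were 15.8, 28.4 and 11.9 in HN replicates 1, 2 and 3, so this bound does not cover the spread of the HN libraries.

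Among the down-regulated genes, Kdm6a and Fundc1 are X-linked and lie on the same stretch of the X chromosome as Maoa. Kdm6a (chromosome X from 18162575 to 18279936) had 247 ± 62.8 in R1 and 6.79 ± 5.90 in HN mESCs (SD, n = 3), a log2 fold change of -5.60 (standard error 0.74, BH-adjusted p = 0.00739 by limma, and 3.32e-14 with the replicate block). Its reads were 8, 15 and 0 in HN replicates 1, 2 and 3. Its log2 fold change ranged from -6.79 to -0.44 across the alternatives. The latter came with the shrunken DESeq2 fold changes of the fit with the replicate block, which was chosen after seeing the data. The log2 differences of Kdm6a within the same-date pairs were -4.32, -4.78 and -7.71, a spread that the p-value with the block does not measure. Fundc1 (chromosome X from 17556564 to 17572325) had 68.6 ± 4.97 in R1 and 2.23 ± 2.13 in HN mESCs (SD, n = 3), a log2 fold change of -4.73 (standard error 0.60, BH-adjusted p = 0.00669 by limma, and 9.59e-11 with the replicate block). Myof (chromosome 19 from 37899036 to 38043577) had 142 ± 43.0 in R1 and 30.2 ± 10.1 in HN mESCs (SD, n = 3), a log2 fold change of -2.19 (standard error 0.31, BH-adjusted p = 0.011 by limma, and 3.03e-11 with the replicate block). Hist1h4i (chromosome 13 from 22040636 to 22041362) had 583 ± 168 in R1 and 95.9 ± 8.94 in HN mESCs (SD, n = 3), a log2 fold change of -2.56 (standard error 0.23, BH-adjusted p = 4.71e-04 by limma, and 3.30e-17 with the replicate block). Of its 50-base stretches, 28.9% are also found in transcripts of other genes, so that its reads are uncertain. Ly6a (chromosome 15 from 74994877 to 74998031), measured in Figure 5B, had 5, 17 and 23 reads in R1 replicates 1, 2 and 3 and 0, 2 and 1 in HN. Its normalized count was 16.3 ± 13.2 in R1 and 0.834 ± 0.741 in HN mESCs (SD, n = 3), a log2 fold change of -3.03 (standard error 0.99, BH-adjusted p = 0.551 by limma, and 0.00117 with the replicate block). On the line means, it was at least 5.4-fold lower in HN against the level that 3 reads give. The normalized counts were 5.32, 12.6 and 31 in R1 replicates 1, 2 and 3, so this bound depends on replicate 3. Ly6a was called only by limma and edgeR with the replicate block.

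**Figure D1:**
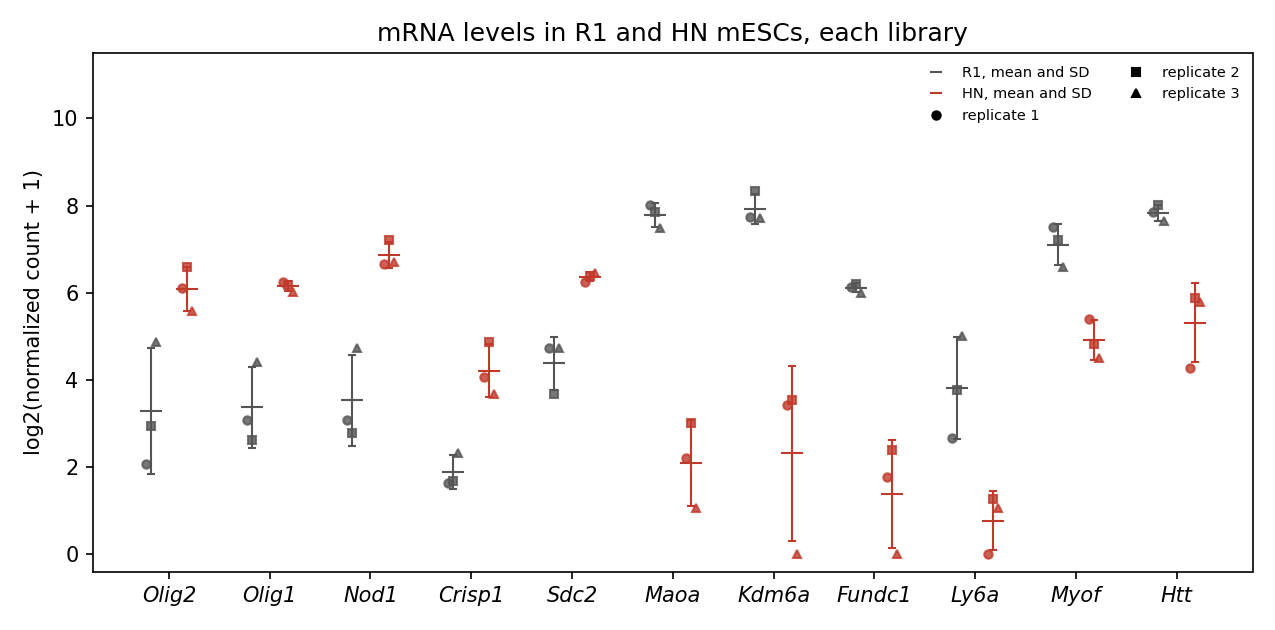
log2(normalized count + 1) of the genes measured in Figure 5 and of Htt in each library of R1 and HN mESCs, with the mean and SD of each line (n = 3); the marker shape gives the replicate number. For each gene shown, all HN libraries lie on one side of all R1 libraries, with the widest spread within a line for Olig2 in R1 and Kdm6a in HN.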

Validation of the RNA-seq data carried out by RT-qPCR demonstrated elevated expression of Olig2, Olig1, Nod1, Crisp1, and Sdc2 in HN mESCs (**Figure 5A**), while Maoa, Kdm6a, Fundc1, Ly6a, and Myof mRNA levels were found reduced in HN mESCs (**Figure 5B**). Immunoblotting confirmed increased levels of Olig2 protein and reduced levels of Kdm6a protein in the nucleus (**Figure 5C**).

**Table 1:** Top 20 up-regulated genes in *Htt*-null mESCs (HN compared with R1).

Gene symbol	Gene description	log2 fold change	*p*-value	*p*-adj
Alg13	Asparagine-linked glycosylation 13 homolog (S. cerevisiae)	2.621	6.84E-28	2.40E-24
Galnt6	UDP-*N*-acetyl-alpha-D-galactosamine:polypeptide *N*-acetylgalactosaminyltransferase 6	2.133	4.89E-12	4.03E-09
Nod1	Nucleotide-binding oligomerization domain containing 1	2.120	1.30E-10	8.68E-08
Hist1h2bm	Histone cluster 1, H2bm	1.933	2.63E-28	1.85E-24
Olig1	Oligodendrocyte transcription factor 1	1.883	5.60E-09	3.02E-06
Snrpf	Small nuclear ribonucleoprotein polypeptide F	1.744	7.25E-18	1.02E-14
Mapt	Microtubule-associated protein tau	1.662	3.93E-12	3.44E-09
Sdc2	Syndecan 2	1.575	3.63E-08	1.64E-05
B3galtl	Beta-1,3-galactosyltransferase-like	1.555	1.57E-08	7.61E-06
Fam129a	Family with sequence similarity 129, member A	1.542	3.10E-10	1.98E-07
Ubd	Ubiquitin D	1.472	2.78E-05	5.57E-03
Uggt2	UDP-glucose glycoprotein glucosyltransferase 2	1.468	7.54E-06	1.85E-03
Cd68	CD68 molecule	1.460	7.16E-13	7.18E-10
Peg3	Paternally expressed 3	1.458	5.40E-06	1.43E-03
D2hgdh	D-2-hydroxyglutarate dehydrogenase	1.420	7.07E-06	1.77E-03
Fam25c	Family with sequence similarity 25, member C	1.412	7.13E-17	9.09E-14
Crisp1	Cysteine-rich secretory protein 1	1.318	1.83E-04	2.54E-02
Tgds	TDP-glucose 4,6-dehydratase	1.294	1.28E-05	2.85E-03
Olig2	Oligodendrocyte transcription factor 2	1.281	2.69E-04	3.52E-02
Trim34a	Tripartite motif containing 34A	1.253	3.76E-04	4.59E-02

**Table 2:** Top 20 down-regulated genes in *Htt*-null mESCs (HN compared with R1).

Gene symbol	Gene description	log2 fold change	*p*-value	*p*-adj
Maoa	Monoamine oxidase A	-4.129	6.59E-45	9.25E-41
Kdm6a	Lysine (K)-specific demethylase 6A	-3.481	5.22E-28	2.40E-24
Fundc1	FUN14 domain containing 1	-3.030	6.62E-21	1.03E-17
Hist1h4i	Histone cluster 1, H4i	-2.290	1.53E-23	3.07E-20
Tmem64	Transmembrane protein 64	-1.931	5.54E-25	1.30E-21
Khdc3	KH domain containing 3	-1.851	3.43E-11	2.53E-08
Htt	Huntingtin	-1.838	4.05E-10	2.47E-07
Myof	Myoferlin	-1.769	5.92E-10	3.46E-07
Hnf4a	Hepatocyte nuclear factor 4, alpha	-1.705	8.26E-07	2.47E-04
Wdfy1	WD repeat and FYVE domain containing 1	-1.625	5.75E-16	6.72E-13
Sfmbt2	Scm-like with four mbt domains 2	-1.607	1.88E-09	1.05E-06
Pttg1	Pituitary tumor-transforming 1	-1.580	6.37E-09	3.31E-06
Trh	Thyrotropin-releasing hormone	-1.568	1.08E-12	1.01E-09
Hist1h2bp	Histone cluster 1, H2bp	-1.537	5.50E-11	3.85E-08
Adam23	ADAM metallopeptidase domain 23	-1.508	7.97E-08	3.27E-05
Atp10d	ATPase, class V, type 10D	-1.489	1.94E-07	6.96E-05
Anxa3	Annexin A3	-1.399	1.11E-05	2.55E-03
Crxos1	Crx opposite strand transcript 1	-1.350	1.27E-04	1.94E-02
Eras	ES cell expressed Ras	-1.311	7.58E-08	3.22E-05
Fbxo2	F-box protein 2	-1.289	5.61E-05	9.59E-03

**FIGURE 5:**
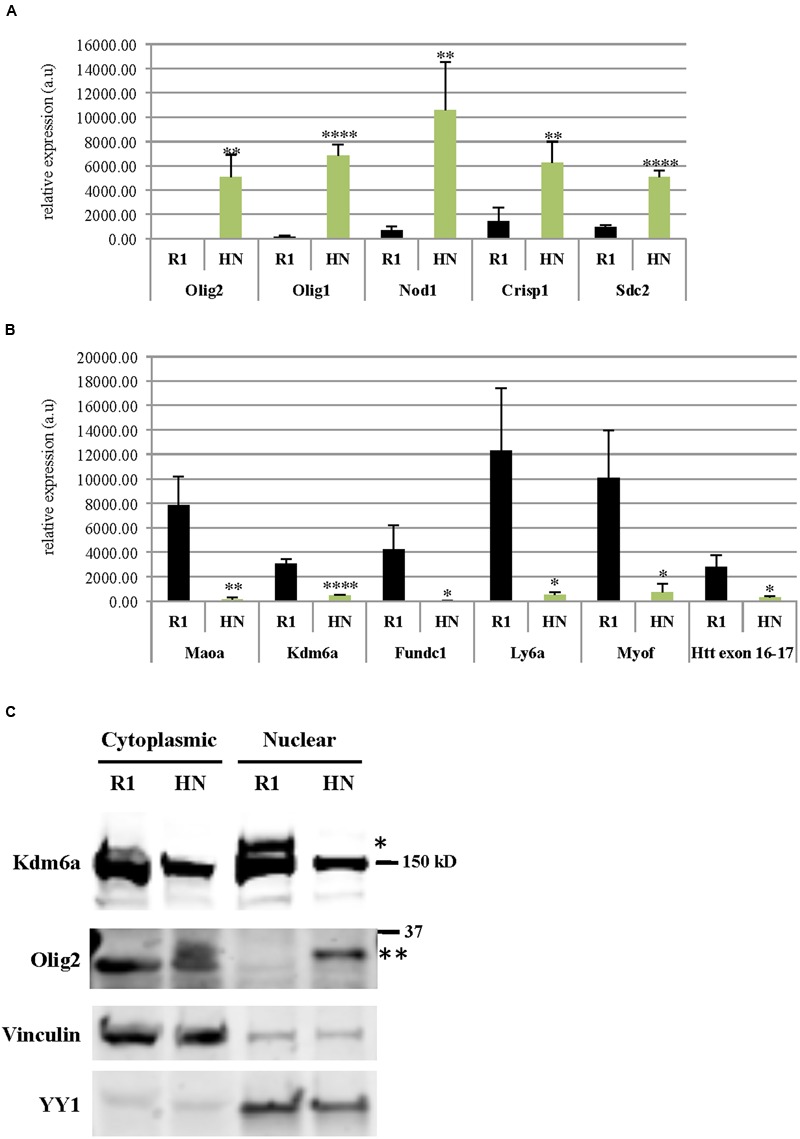
**Differentially expressed genes in R1 and *Htt*-null mESCs. mRNA levels of genes (A)** up-regulated or **(B)** down-regulated in HN mESCs compared with R1 cells were confirmed by quantitative RT-qPCR. Gene expression was calculated as relative expression after normalization to18S rRNA. All experiments were carried out using RNA samples extracted from four different batches of R1 and HN mESCs (*N* = 4). ^∗∗∗∗^*P* < 0.0001, ^∗∗^*P* < 0.01, and ^∗^*P* < 0.05, compared to R1, by unpaired *t*-test. a.u., arbitrary units. **(C)** Protein levels of Olig2 and Kdm6a were examined by immunoblotting. Vinculin and YY1 served as markers of cytoplasmic and nuclear fractions, respectively. ^∗^Kdm6a (170 kD), ^∗∗^Olig2 (32 kD).

We used Gene Set Enrichment Analysis (Mootha et al., 2003; Subramanian et al., 2005) to compare up-regulated genes in HN mESCs with curated gene sets within the C2 collection of the Molecular Signatures Database (Subramanian et al., 2005). 

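Of the 15 genes of the SUZ12-deficient signature listed in Table 3, 12 were matched by name, the symbol printed as NROB1 being read as Nr0b1. The other names, C17orf48, CYCTP and C17orf96, were not analysed here. All 12 genes were higher in HN in each of the 3 same-date pairs, with log2 fold changes from 0.69 to 2.13 (median 1.14), 8 of them above 1. The libraries of the lines did not overlap for 7 genes, where chance gives 10% of genes if the collection date has no effect. Only Tex15 was called in limma's test without the block. Tex15 (chromosome 8 from 33516738 to 33585582 of GRCm38) had normalized counts of 253 ± 6.50 in R1 and 645 ± 130 in HN mESCs (SD, n = 3), a log2 fold change of 1.33 (standard error 0.19, BH-adjusted p = 0.0135 by limma, and 3.28e-11 with the replicate block). With the replicate block 8 of the 12 genes were called, and DESeq2 on the recovered reads called 4. At an unadjusted p-value under 0.05 without the block, 8 passed, as they did when the adjustment was made over the list alone. The list was drawn from the paper's calls on these libraries, so its shared direction, the number without overlap and the adjustment over the list alone show no stability. Nfatc2ip, Spp1, Rpp25 and Prdm14 had log2 fold changes of 0.75, 0.95, 0.80 and 0.69, below the threshold of 1. Their BH-adjusted p by limma with the replicate block lay at or below 0.00152, so in that fit they missed the fold change threshold only. H19, with the highest log2 fold change of the list, overlapped between the lines and was called only with a block (BH-adjusted p = 0.768 by limma, and 0.00773 with the replicate block).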

We found most enriched signature “Genes up-regulated in mouse ES cells with deficient SUZ12” (**Table 3**). SUZ12 is a component of Polycomb Repressive Complex 2 (PRC2). Interestingly, Olig2, reported repressed by PRC1 and PRC2 in mESCs (Boyer et al., 2006), is de-repressed in HN mESCs (**Figure 5A**; **Table 1**). 

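Olig2 (chromosome 16 from 91225457 to 91228677 of GRCm38) had normalized counts of 12.7 ± 13.6 in R1 and 69.9 ± 24.3 in HN mESCs (SD, n = 3). Its log2 fold change was 2.80 (standard error 0.60), and it did not pass limma's test without the block (BH-adjusted p = 0.136). It passed with the replicate block (BH-adjusted p = 1.35e-06 by limma). The log2 differences within the same-date pairs were 4.04, 3.65 and 0.70 for replicates 1, 2 and 3. Their SD was 1.83, while the standard error of the blocked fit was 0.37. That p-value therefore does not measure the spread of the 3 pairs. With each library left out in turn, the log2 fold change stayed between 2.18 and 3.59. Olig2 was also called by DESeq2 without the block (BH-adjusted p = 0.00966) and not by edgeR without it. DESeq2 with the replicate block, which was chosen after seeing the data, did not call it (BH-adjusted p = 0.0506). Its log2 fold change was lowest, 0.38, with the shrunken fold changes of that last fit. Over the alternatives its adjusted p ranged from 2.43e-10 to 0.672. The mRNA levels of the PRC2 components differed little. Suz12 had normalized counts of 674 ± 149 in R1 and 850 ± 109 in HN (SD, n = 3), with overlapping lines and a log2 fold change of 0.35 (standard error 0.20, BH-adjusted p = 1 by limma, and 0.0136 with the replicate block). The log2 fold change was 0.07 for Ezh2 (standard error 0.26, BH-adjusted p = 0.864 by limma with the replicate block) and -0.02 for Eed (standard error 0.28, BH-adjusted p = 0.94 by the same test). Both changed sign when single libraries were left out, so neither has a direction here.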

Because there was a published report suggesting a link between Htt and components of the PRC2 complex (Seong et al., 2010), we asked whether Htt repressed the activation of Olig1 and Olig2 genes through the PRC2 complex. We performed chromatin immunoprecipitation analysis in R1 mESCs and failed to detect co-occupancy of Htt and Ezh2 (component of PRC2) at the Olig1 and Olig2 promoter regions (Supplementary Figure 6).

**Table 3:** Gene Set Enrichment Analysis finds ES cells with deficient SUZ12 share similar enriched signatures of up-regulated genes with *Htt*-null mESCs.

Gene Set Name	# Genes in Gene Set (K)			Description	# Genes in Overlap (k)	k/K	*p*-value	FDR *q*-value
PASINI_SUZ12_TARGETS_UP	112			Genes up-regulated in ES (embryonic stem cells) with deficient SUZ12 [GeneID = 23512].	15	0.1339	9.54E-18	4.51E-14

HTRA1	LAPTM5	NROB1	NFATC2IP	C17orf48
SPP1	LAMA1	H19	RPP25	CYCTP
TMEM40	PRDM14	AQP3	C17orf96	TEX15

*List of overlapping genes are shown above.*

## Discussion

### Phenotypic Differences between Wild Type and Mutant Htt in Neural Differentiation

In this study, we examined a role of Htt in neural differentiation *in vitro* using the 5-stage neural differentiation method in four mESC lines carrying different forms of Htt. Our data show that Htt is required for neural differentiation of mESCs. Htt is not needed for mesoderm or endoderm progenitor differentiation. RNA-seq analysis shows candidate dysregulated genes that may be involved in the inefficient NSC generation in mESCs lacking Htt.

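Leaving out each library in turn gave 6 further fits for the 35 genes called without a block. Of these genes, 7 were called in all 6 fits and 0 in none, and the log2 fold change changed sign in 0. The 7 genes were Alg13, Hist1h2bm, Snrpf, Gm5506, Hist1h4i, Maoa and Tmem64. Of the 50-base stretches of Snrpf, 89.5% are found in transcripts of other genes, as are 85.2% of those of Gm5506, 43.8% of those of Hist1h2bm and 28.9% of those of Hist1h4i, so that their reads are uncertain. From the comparison of the lines, the paper proposes candidate genes whose dysregulation may be involved in the inefficient generation of NSCs when Htt is absent.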

Compared to wild type or mutant Htt-expressing cell lines (R1, 7Q, and 140Q), *Htt* nullizygous mESCs are not prone to generating NSCs as shown by small EB size and low tendency to attach to a plate and differentiate into NSCs. Further differentiation of HN NSCs to neurons/glia resulted in massive cell loss and formation of a few giant GFAP-positive cells. This observation is consistent with a recent report demonstrating that absence of Htt in mESCs promotes NSC differentiation into glial cell fate (Conforti et al., 2013). This conclusion is based on the increase of GFAP-positive cells at the terminal neuronal differentiation stage. In their report, both wild type and *Htt*-null ES cells generated similar numbers of NSCs. However, our data show that HN mESCs have limited capacity for generating NSCs. The discrepancy may be explained by different neural differentiation protocols used. Conforti et al. (2013) used a monolayer differentiation method (Spiliotopoulos et al., 2009), while we adopted the 5-stage neural differentiation protocol involving EB formation.

In contrast, neural EBs expressing mutant Htt (140Q) attached more readily to plates and differentiated into NSCs. Further differentiation of 140Q NSCs into neurons/glia resulted in cell death. These results agree with studies demonstrating that presence of polyQ-expanded Htt increases neural differentiation of embryonic and NSCs (Lorincz and Zawistowski, 2009), and cells with mutant polyQ Htt undergo cell death during neuronal differentiation (Conforti et al., 2013).

Studies by Nguyen et al. (2013b) found *Htt*-KO ESCs to be impaired for survival and specification of all three germ layers during EB formation and under inductive conditions, suggesting Htt is required for neural and non-neural differentiation. In contrast, mutant *Htt*-expressing cells showed alterations in stage-specific developmental events. The HN ESCs we examined were defective for differentiation into neural lineage, but not cardiac or pancreatic lineages. The *Htt*-KO ESCs used by above authors are deleted of exons 4 and 5 in the murine *Htt* gene (Duyao et al., 1995). The HN ESCs used in this study were created by deleting the promoter and exon 1 sequence of *Htt* (Zeitlin et al., 1995). Our 5-stage differentiation protocol also differed from the neural induction protocol used by Nguyen et al. (2013b). These differences may account for the different outcomes of ESCs undergoing differentiation. At a molecular level we observed differences in mRNA expression of cardiac and pancreatic progenitor markers between wild type and *Htt*-null cells. Thus, *Htt* appears to play a role in the pattern of gene expression through different stages of differentiation of cardiac and pancreatic progenitors.

### Transcriptional Profiling of mESCs Lacking *Htt*

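In the RNA-seq of undifferentiated mESCs, Maoa (X chromosome, 16619698 to 16687818 of GRCm38) had 242, 314 and 132 reads in R1 replicates 1, 2 and 3 and 3, 10 and 1 in HN. Its normalized count was 223 ± 40.7 in R1 and 3.94 ± 3.01 in HN mESCs (SD, n = 3). The log2 fold change of -5.69 (standard error 0.45, BH-adjusted p = 2.81e-04 by limma, and 3.30e-17 with the replicate block) was the lowest of the tested genes. It was the lowest in 16 of 21 settings, and Kdm6a was lower in the others. Some of these settings repeat the main value, since limma's log2 fold change does not depend on the replicate block, the filter or the variance trend. Maoa was called in all 6 fits that left out 1 library. The gene is followed on the X chromosome by Maob, Ndp, Efhc2, Fundc1, Dusp21 and Kdm6a, and 1660239 bp lie between the start of Maoa and the end of Kdm6a. The 4 genes among these that are not in Table 2 (Maob, Ndp, Efhc2 and Dusp21) were near the detection limit, with 21 reads over the 3 R1 libraries and 0 over the 3 HN libraries. The nearest tested genes on either side, Cask and Chst7, which were chosen after their values were seen, had log2 fold changes of 0.61 and -0.50.

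**Figure D2:**
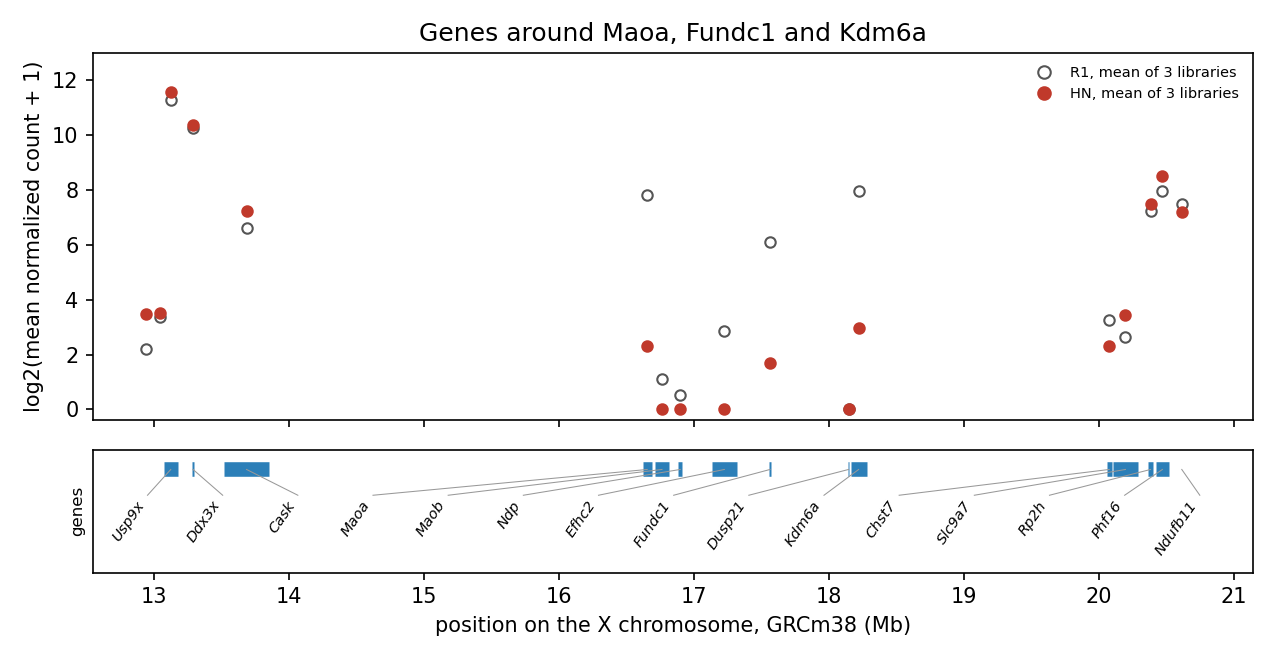
log2(mean normalized count + 1) over the 3 libraries of R1 (open grey) and of HN mESCs (red) against position on the X chromosome in Mb (GRCm38), for the genes of the file from Maoa to Kdm6a and the 5 nearest tested genes on each side. From Maoa to Kdm6a the HN means are at most 6.79 normalized counts, and the genes on either side have log2 fold changes from -0.50 to 1.12.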

The most down regulated gene in *Htt* null cells is MaoA, an enzyme that degrades amine neurotransmitters such as serotonin, dopamine, and noradrenalin. Its deficiency causes excess production of monoamine neurotransmitters resulting in enhanced aggressiveness in mice and humans (Brunner et al., 1993; Alia-Klein et al., 2008). Changes in the dopaminergic system have been correlated with HD pathogenesis (Chen et al., 2013; Schwab et al., 2015). Using well characterized immortalized mouse striatal cell lines ST*Hdh*^Q7/Q7^ and ST*Hdh*^Q111/Q111^, MaoA expression and activity were found elevated in cells expressing mutant Q111 Htt (Ooi et al., 2015). ST*Hdh*^Q111/Q111^ cells also showed enhanced susceptibility to stress and cell death. Interestingly, a recent study found polymorphisms in the *MAOA* gene as modifiers of psychiatric and cognitive symptoms in HD patients (Vinther-Jensen et al., 2016). MaoA may play a regulatory role in neural differentiation as mouse ES cells lacking *MaoA* show reduced differentiation to neural cells compared to wild type (Wang et al., 2011). Similar mechanisms may be responsible for the poor neural differentiation of *Htt*-null ES cells reported in this study.

Oligodendrocyte transcription factor 1 and 2 (Olig1 and Olig2) are basic helix-loop-helix transcription factors that promote oligodendrocyte specification in early neural progenitor cells. They were found up regulated in HN cells. It has been shown that Olig2 is repressed by polycomb repressive complexes in mESCs (Boyer et al., 2006). 

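Olig1 (chromosome 16 from 91269772 to 91271933 of GRCm38) had normalized counts of 10.9 ± 8.11 in R1 and 70.3 ± 5.87 in HN mESCs (SD, n = 3). Its log2 fold change was 2.78 (standard error 0.43, BH-adjusted p = 0.0201 by limma, and 2.06e-08 with the replicate block). The log2 differences within the same-date pairs were 3.18, 3.55 and 1.61. Olig1 was called in 4 of the 6 fits that left out 1 library. It lies on the same strand as Olig2, and 41094 bp separate the end of Olig2 from the start of Olig1.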

In a transgenic mouse model in which Olig2 was overexpressed in NSCs, severe defects in brain development and massive neuronal cell death of cortical progenitors were observed (Liu et al., 2015). Olig2 was shown to target enhancers of neurogenic genes and inhibit cortical neurogenesis. A recent mouse study revealed that Brg1, a subunit of the SWI/SNF chromatin remodeling complex, interacts with the Olig2 promoter and represses Olig2 expression in the cortex (Matsumoto et al., 2016). Although *Brg1*-null neural progenitor cells show early expression of Olig2 in the cortex, they fail to differentiate into oligodendrocyte progenitors. These studies suggest elevated levels of Olig2 in neural progenitor cells cause dysregulated neurogenesis or neuronal cell death.

A previous study examined gene expression profiles of mESCs with and without Htt (Strehlow et al., 2007). Microarray analysis showed diminished expression of vital patterning genes including *Lefty1, Otx2*, and *Pem* (*Rhox5*), as well as increased lysosomal activity genes such as *Casp8* and *Psmd8* in *Htt*-null mESCs (by at least twofold). 

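In the RNA-seq of HN and R1 mESCs, Lefty1, Otx2 and Rhox5 were lower in HN in each of the 3 same-date pairs. Lefty1 had normalized counts of 25.1 ± 19.8 in R1 and 21.5 ± 16.9 in HN (SD, n = 3), with a log2 fold change of -0.20 (standard error 0.67) that changed sign when single libraries were left out. Otx2 had 27.0 ± 11.1 in R1 and 9.21 ± 4.91 in HN (SD, n = 3), a log2 fold change of -1.52 (standard error 0.54, BH-adjusted p = 0.62 by limma, and 0.00308 with the replicate block). Rhox5 had 19.8 ± 19.0 in R1 and 13.0 ± 18.9 in HN (SD, n = 3), a log2 fold change of -1.49 (standard error 1.11, BH-adjusted p = 0.0539 by limma with the replicate block), and its libraries overlapped between the lines. Casp8 had 31.4 ± 27.7 in R1 and 32.6 ± 11.9 in HN (SD, n = 3). Its log2 fold change of 0.32 (standard error 0.51) was positive in 2 of the 3 pairs and changed sign without R1 replicate 1. Psmd8 had 1139 ± 182 in R1 and 1046 ± 93.0 in HN (SD, n = 3), a log2 fold change of -0.11 (standard error 0.19), and was higher in HN in 1 of the 3 pairs. Without the block, these 5 genes did not pass limma's test (BH-adjusted p from 0.62 to 1). With the replicate block Otx2 passed and the others did not (BH-adjusted p = 0.782 for Lefty1, 0.555 for Casp8 and 0.516 for Psmd8 by limma).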

We also found similar expression patterns of these genes in HN mESCs; however, fold changes were minimal (less than twofold). Although HN mESCs are the same in both studies, differences in gene expression profiling may be due to cell culture conditions and analytical methods used. We adopted the “3i + mLIF” formula to maintain the pluripotency of mESCs (Ying et al., 2008). Two additional studies reported RNA profiling of *Htt*-null cells by microarray (Jacobsen et al., 2011) and RNA-seq (Biagioli et al., 2015). We compared our RNA-seq data with the microarray study; however, we did not find any overlapping genes dysregulated by at least twofold. As mentioned above an important difference is that the cell line used in their study was the *Htt*-dKO ESCs (exon 4/5 deletion), while the HN ESCs used in our study were deleted of the promoter and exon 1 sequence. There may exist subtle molecular differences between the two cell lines.

We used Gene Set Enrichment Analysis to compare up-regulated genes in HN ESCs with curated gene sets in the Molecular Signatures Database. The most enriched signature was found in the up-regulated genes in mouse ES cells deficient of SUZ12, a component of the PRC2 repressor complex (**Table 3**). A link between PRC2 and HD has been reported. A recent genome-wide ChIP study for the H3K4me3 histone mark found altered enrichment in postmortem prefrontal cortex of HD patient samples compared with control brains (Dong et al., 2015). They also reported depletion of the PRC2 repressive state in H3K4me3-enriched peaks in HD, suggesting epigenetic modifications contribute to dysregulated gene expression associated with neurodegeneration. Further, PRC2 deficiency in striatal neurons resulted in transcriptional changes leading to neurodegeneration in mice (von Schimmelmann et al., 2016). Although PRC2 has been shown to be a direct target of Htt (Seong et al., 2010), we did not detect co-occupancy of Htt and Ezh2 (component of PRC2) at Olig1 and Olig2 promoter regions. Nevertheless, the finding that the transcriptional profile of *Htt*-null ES cells is most similar to that of cells lacking a PRC2 component lends further support to the idea that epigenetic gene regulation plays a role in HD pathogenesis.

## Author Contributions

MSY and NT conceived the study and designed the experiments, MSY performed the experiments and evaluated the data, MSY and NT wrote the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

EBs: embryoid bodies
GFAP: glial fibrillary acidic protein
HD: Huntington’s disease
Htt: huntingtin
ITSFn: insulin/transferrin/selenium/fibronectin
Kdm6a: lysine-specific demethylase 6A
MaoA: monoamine oxidase A
mESCs: mouse embryonic stem cells
NSCs: neural stem cells
PRC: polycomb repressive complex

## References

[B1] Alia-KleinN.GoldsteinR. Z.KriplaniA.LoganJ.TomasiD.WilliamsB. (2008). Brain monoamine oxidase A activity predicts trait aggression. *J. Neurosci.* 28 5099–5104. 10.1523/JNEUROSCI.0925-08.200818463263PMC2430409

[B2] AndersS.PylP. T.HuberW. (2015). HTSeq-a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31 166–169. 10.1093/bioinformatics/btu63825260700PMC4287950

[B3] AndersS.ReyesA.HuberW. (2012). Detecting differential usage of exons from RNA-seq data. *Genome Res.* 22 2008–2017. 10.1101/gr.133744.11122722343PMC3460195

[B4] Arteaga-BrachoE. E.GulinelloM.WinchesterM. L.PichamoorthyN.PetrongloJ. R.ZambranoA. D. (2016). Postnatal and adult consequences of loss of huntingtin during development: implications for Huntington’s disease. *Neurobiol. Dis.* 96 144–155. 10.1016/j.nbd.2016.09.00627623015PMC5102778

[B5] BatistaC. M.KippinT. E.Willaime-MorawekS.ShimabukuroM. K.AkamatsuW.van der KooyD. (2006). A progressive and cell non-autonomous increase in striatal neural stem cells in the Huntington’s disease R6/2 mouse. *J. Neurosci.* 26 10452–10460. 10.1523/JNEUROSCI.2850-06.200617035529PMC6674685

[B6] BiagioliM.FerrariF.MendenhallE. M.ZhangY.ErdinS.VijayvargiaR. (2015). Htt CAG repeat expansion confers pleiotropic gains of mutant huntingtin function in chromatin regulation. *Hum. Mol. Genet.* 24 2442–2457. 10.1093/hmg/ddv00625574027PMC4383859

[B7] BlyszczukP.AsbrandC.RozzoA.KaniaG.St-OngeL.RupnikM. (2004). Embryonic stem cells differentiate into insulin-producing cells without selection of nestin-expressing cells. *Int. J. Dev. Biol.* 48 1095–1104. 10.1387/ijdb.041904pb15602695

[B8] BohelerK. R.CzyzJ.TweedieD.YangH. T.AnisimovS. V.WobusA. M. (2002). Differentiation of pluripotent embryonic stem cells into cardiomyocytes. *Circ. Res.* 91 189–201.1216964410.1161/01.res.0000027865.61704.32

[B9] BoyerL. A.PlathK.ZeitlingerJ.BrambrinkT.MedeirosL. A.LeeT. I. (2006). Polycomb complexes repress developmental regulators in murine embryonic stem cells. *Nature* 441 349–353. 10.1038/nature0473316625203

[B10] BrunnerH. G.NelenM.BreakefieldX. O.RopersH. H.van OostB. A. (1993). Abnormal behavior associated with a point mutation in the structural gene for monoamine oxidase A. *Science* 262 578–580.821118610.1126/science.8211186

[B11] ChenJ. Y.WangE. A.CepedaC.LevineM. S. (2013). Dopamine imbalance in Huntington’s disease: a mechanism for the lack of behavioral flexibility. *Front. Neurosci.* 7:114 10.3389/fnins.2013.00114PMC370187023847463

[B12] ConfortiP.CamnasioS.MuttiC.ValenzaM.ThompsonM.FossaleE. (2013). Lack of huntingtin promotes neural stem cells differentiation into glial cells while neurons expressing huntingtin with expanded polyglutamine tracts undergo cell death. *Neurobiol. Dis.* 50 160–170. 10.1016/j.nbd.2012.10.01523089356

[B13] CurtisM. A.PenneyE. B.PearsonA. G.van Roon-MomW. M.ButterworthN. J.DragunowM. (2003). Increased cell proliferation and neurogenesis in the adult human Huntington’s disease brain. *Proc. Natl. Acad. Sci. U.S.A.* 100 9023–9027. 10.1073/pnas.153224410012853570PMC166431

[B14] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29 15–21. 10.1093/bioinformatics/bts63523104886PMC3530905

[B15] DongX.TsujiJ.LabadorfA.RoussosP.ChenJ. F.MyersR. H. (2015). The role of H3K4me3 in transcriptional regulation is altered in Huntington’s disease. *PLoS ONE* 10:e0144398 10.1371/journal.pone.0144398PMC467009426636336

[B16] DunahA. W.JeongH.GriffinA.KimY. M.StandaertD. G.HerschS. M. (2002). Sp1 and TAFII130 transcriptional activity disrupted in early Huntington’s disease. *Science* 296 2238–2243. 10.1126/science.107261311988536

[B17] DuyaoM. P.AuerbachA. B.RyanA.PersichettiF.BarnesG. T.McNeilS. M. (1995). Inactivation of the mouse Huntington’s disease gene homolog Hdh. *Science* 269 407–410.761810710.1126/science.7618107

[B18] EliasS.ThionM. S.YuH.SousaC. M.LasgiC.MorinX. (2014). Huntingtin regulates mammary stem cell division and differentiation. *Stem Cell Reports* 2 491–506. 10.1016/j.stemcr.2014.02.01124749073PMC3986500

[B19] GauthierL. R.CharrinB. C.Borrell-PagesM.DompierreJ. P.RangoneH.CordelieresF. P. (2004). Huntingtin controls neurotrophic support and survival of neurons by enhancing BDNF vesicular transport along microtubules. *Cell* 118 127–138. 10.1016/j.cell.2004.06.01815242649

[B20] GilJ. M.MohapelP.AraujoI. M.PopovicN.LiJ. Y.BrundinP. (2005). Reduced hippocampal neurogenesis in R6/2 transgenic Huntington’s disease mice. *Neurobiol. Dis.* 20 744–751. 10.1016/j.nbd.2005.05.00615951191

[B21] GodinJ. D.ColomboK.Molina-CalavitaM.KeryerG.ZalaD.CharrinB. C. (2010). Huntingtin is required for mitotic spindle orientation and mammalian neurogenesis. *Neuron* 67 392–406. 10.1016/j.neuron.2010.06.02720696378

[B22] JacobsenJ. C.GregoryG. C.WodaJ. M.ThompsonM. N.CoserK. R.MurthyV. (2011). HD CAG-correlated gene expression changes support a simple dominant gain of function. *Hum. Mol. Genet.* 20 2846–2860. 10.1093/hmg/ddr19521536587PMC3118763

[B23] KegelK. B.KimM.SappE.McIntyreC.CastanoJ. G.AroninN. (2000). Huntingtin expression stimulates endosomal-lysosomal activity, endosome tubulation, and autophagy. *J. Neurosci.* 20 7268–7278.1100788410.1523/JNEUROSCI.20-19-07268.2000PMC6772788

[B24] KeryerG.PinedaJ. R.LiotG.KimJ.DietrichP.BenstaaliC. (2011). Ciliogenesis is regulated by a huntingtin-HAP1-PCM1 pathway and is altered in Huntington disease. *J. Clin. Invest.* 121 4372–4382. 10.1172/JCI5755221985783PMC3223861

[B25] LeavittB. R.GuttmanJ. A.HodgsonJ. G.KimelG. H.SingarajaR.VoglA. W. (2001). Wild-type huntingtin reduces the cellular toxicity of mutant huntingtin in vivo. *Am. J. Hum. Genet.* 68 313–324. 10.1086/31820711133364PMC1235265

[B26] LeavittB. R.van RaamsdonkJ. M.ShehadehJ.FernandesH.MurphyZ.GrahamR. K. (2006). Wild-type huntingtin protects neurons from excitotoxicity. *J. Neurochem.* 96 1121–1129. 10.1111/j.1471-4159.2005.03605.x16417581

[B27] LeeS. H.LumelskyN.StuderL.AuerbachJ. M.McKayR. D. (2000). Efficient generation of midbrain and hindbrain neurons from mouse embryonic stem cells. *Nat. Biotechnol.* 18 675–679. 10.1038/7653610835609

[B28] LiuW.ZhouH.LiuL.ZhaoC.DengY.ChenL. (2015). Disruption of neurogenesis and cortical development in transgenic mice misexpressing Olig2, a gene in the Down syndrome critical region. *Neurobiol. Dis.* 77 106–116. 10.1016/j.nbd.2015.02.02125747816PMC4428323

[B29] LorinczM. T.ZawistowskiV. A. (2009). Expanded CAG repeats in the murine Huntington’s disease gene increases neuronal differentiation of embryonic and neural stem cells. *Mol. Cell. Neurosci.* 40 1–13. 10.1016/j.mcn.2008.06.00418625318PMC2666278

[B30] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15 550 10.1186/s13059-014-0550-8PMC430204925516281

[B31] MarcoraE.GowanK.LeeJ. E. (2003). Stimulation of NeuroD activity by huntingtin and huntingtin-associated proteins HAP1 and MLK2. *Proc. Natl. Acad. Sci. U.S.A.* 100 9578–9583. 10.1073/pnas.113338210012881483PMC170960

[B32] MatsumotoS.BanineF.FeistelK.FosterS.XingR.StruveJ. (2016). Brg1 directly regulates Olig2 transcription and is required for oligodendrocyte progenitor cell specification. *Dev. Biol.* 413 173–187. 10.1016/j.ydbio.2016.04.00327067865PMC4851915

[B33] MetzlerM.ChenN.HelgasonC. D.GrahamR. K.NicholK.McCutcheonK. (1999). Life without huntingtin: normal differentiation into functional neurons. *J. Neurochem.* 72 1009–1018.1003747210.1046/j.1471-4159.1999.0721009.x

[B34] MoleroA. E.Arteaga-BrachoE. E.ChenC. H.GulinelloM.WinchesterM. L.PichamoorthyN. (2016). Selective expression of mutant huntingtin during development recapitulates characteristic features of Huntington’s disease. *Proc. Natl. Acad. Sci. U.S.A.* 113 5736–5741. 10.1073/pnas.160387111327140644PMC4878495

[B35] MoleroA. E.GokhanS.GonzalezS.FeigJ. L.AlexandreL. C.MehlerM. F. (2009). Impairment of developmental stem cell-mediated striatal neurogenesis and pluripotency genes in a knock-in model of Huntington’s disease. *Proc. Natl. Acad. Sci. U.S.A.* 106 21900–21905. 10.1073/pnas.091217110619955426PMC2799796

[B36] Molina-CalavitaM.BarnatM.EliasS.AparicioE.PielM.HumbertS. (2014). Mutant huntingtin affects cortical progenitor cell division and development of the mouse neocortex. *J. Neurosci.* 34 10034–10040. 10.1523/JNEUROSCI.0715-14.201425057205PMC6608303

[B37] MoothaV. K.LindgrenC. M.ErikssonK. F.SubramanianA.SihagS.LeharJ. (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat. Genet.* 34 267–273. 10.1038/ng118012808457

[B38] NasirJ.FlorescoS. B.O’KuskyJ. R.DiewertV. M.RichmanJ. M.ZeislerJ. (1995). Targeted disruption of the Huntington’s disease gene results in embryonic lethality and behavioral and morphological changes in heterozygotes. *Cell* 81 811–823.777402010.1016/0092-8674(95)90542-1

[B39] NguyenG. D.GokhanS.MoleroA. E.MehlerM. F. (2013a). Selective roles of normal and mutant huntingtin in neural induction and early neurogenesis. *PLoS ONE* 8:e64368 10.1371/journal.pone.0064368PMC365386423691206

[B40] NguyenG. D.MoleroA. E.GokhanS.MehlerM. F. (2013b). Functions of huntingtin in germ layer specification and organogenesis. *PLoS ONE* 8:e72698 10.1371/journal.pone.0072698PMC374258123967334

[B41] OkabeS.Forsberg-NilssonK.SpiroA. C.SegalM.McKayR. D. (1996). Development of neuronal precursor cells and functional postmitotic neurons from embryonic stem cells in vitro. *Mech. Dev.* 59 89–102.889223510.1016/0925-4773(96)00572-2

[B42] OoiJ.HaydenM. R.PouladiM. A. (2015). Inhibition of excessive monoamine oxidase A/B activity protects against stress-induced neuronal death in Huntington disease. *Mol. Neurobiol.* 52 1850–1861. 10.1007/s12035-014-8974-425398695PMC4586002

[B43] PalA.SeverinF.LommerB.ShevchenkoA.ZerialM. (2006). Huntingtin-HAP40 complex is a novel Rab5 effector that regulates early endosome motility and is up-regulated in Huntington’s disease. *J. Cell Biol.* 172 605–618. 10.1083/jcb.20050909116476778PMC2063679

[B44] RavikumarB.VacherC.BergerZ.DaviesJ. E.LuoS.OrozL. G. (2004). Inhibition of mTOR induces autophagy and reduces toxicity of polyglutamine expansions in fly and mouse models of Huntington disease. *Nat. Genet.* 36 585–595. 10.1038/ng136215146184

[B45] RigamontiD.BauerJ. H.De-FrajaC.ContiL.SipioneS.ScioratiC. (2000). Wild-type huntingtin protects from apoptosis upstream of caspase-3. *J. Neurosci.* 20 3705–3713.1080421210.1523/JNEUROSCI.20-10-03705.2000PMC6772672

[B46] RitchJ. J.ValenciaA.AlexanderJ.SappE.GatuneL.SangreyG. R. (2012). Multiple phenotypes in Huntington disease mouse neural stem cells. *Mol. Cell. Neurosci.* 50 70–81. 10.1016/j.mcn.2012.03.01122508027PMC3383872

[B47] SaudouF.HumbertS. (2016). The biology of Huntingtin. *Neuron* 89 910–926. 10.1016/j.neuron.2016.02.00326938440

[B48] SchroederI. S.WieseC.TruongT. T.RolletschekA.WobusA. M. (2009). Differentiation analysis of pluripotent mouse embryonic stem (ES) cells in vitro. *Methods Mol. Biol.* 530 219–250. 10.1007/978-1-59745-471-1_1219266345

[B49] SchwabL. C.GarasS. N.Drouin-OuelletJ.MasonS. L.StottS. R.BarkerR. A. (2015). Dopamine and Huntington’s disease. *Expert Rev. Neurother.* 15 445–458. 10.1586/14737175.2015.102538325773746

[B50] SeongI. S.WodaJ. M.SongJ. J.LloretA.AbeyrathneP. D.WooC. J. (2010). Huntingtin facilitates polycomb repressive complex 2. *Hum. Mol. Genet.* 19 573–583. 10.1093/hmg/ddp52419933700PMC2807366

[B51] SpiliotopoulosD.GoffredoD.ContiL.Di FeboF.BiellaG.ToselliM. (2009). An optimized experimental strategy for efficient conversion of embryonic stem (ES)-derived mouse neural stem (NS) cells into a nearly homogeneous mature neuronal population. *Neurobiol. Dis.* 34 320–331. 10.1016/j.nbd.2009.02.00719236914

[B52] SteffanJ. S.KazantsevA.Spasic-BoskovicO.GreenwaldM.ZhuY. Z.GohlerH. (2000). The Huntington’s disease protein interacts with p53 and CREB-binding protein and represses transcription. *Proc. Natl. Acad. Sci. U.S.A.* 97 6763–6768. 10.1073/pnas.10011009710823891PMC18731

[B53] StrehlowA. N.LiJ. Z.MyersR. M. (2007). Wild-type huntingtin participates in protein trafficking between the Golgi and the extracellular space. *Hum. Mol. Genet.* 16 391–409. 10.1093/hmg/ddl46717189290

[B54] SubramanianA.TamayoP.MoothaV. K.MukherjeeS.EbertB. L.GilletteM. A. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. U.S.A.* 102 15545–15550. 10.1073/pnas.050658010216199517PMC1239896

[B55] TakanoH.GusellaJ. F. (2002). The predominantly HEAT-like motif structure of huntingtin and its association and coincident nuclear entry with dorsal, an NF-kB/Rel/dorsal family transcription factor. *BMC Neurosci.* 3:15 10.1186/1471-2202-3-15PMC13758612379151

[B56] TattersfieldA. S.CroonR. J.LiuY. W.KellsA. P.FaullR. L.ConnorB. (2004). Neurogenesis in the striatum of the quinolinic acid lesion model of Huntington’s disease. *Neuroscience* 127 319–332. 10.1016/j.neuroscience.2004.04.06115262322

[B57] TwelvetreesA. E.YuenE. Y.Arancibia-CarcamoI. L.MacAskillA. F.RostaingP.LumbM. J. (2010). Delivery of GABAARs to synapses is mediated by HAP1-KIF5 and disrupted by mutant huntingtin. *Neuron* 65 53–65. 10.1016/j.neuron.2009.12.00720152113PMC2841506

[B58] Vinther-JensenT.NielsenT. T.Budtz-JorgensenE.LarsenI. U.HansenM. M.HasholtL. (2016). Psychiatric and cognitive symptoms in Huntington’s disease are modified by polymorphisms in catecholamine regulating enzyme genes. *Clin. Genet.* 89 320–327. 10.1111/cge.1262826081309

[B59] von SchimmelmannM.FeinbergP. A.SullivanJ. M.KuS. M.BadimonA.DuffM. K. (2016). Polycomb repressive complex 2 (PRC2) silences genes responsible for neurodegeneration. *Nat. Neurosci.* 19 1321–1330. 10.1038/nn.436027526204PMC5088783

[B60] WangZ. Q.ChenK.YingQ. L.LiP.ShihJ. C. (2011). Monoamine oxidase A regulates neural differentiation of murine embryonic stem cells. *J. Neural Transm.* 118 997–1001. 10.1007/s00702-011-0655-021607742PMC3435112

[B61] WhiteJ. K.AuerbachW.DuyaoM. P.VonsattelJ. P.GusellaJ. F.JoynerA. L. (1997). Huntingtin is required for neurogenesis and is not impaired by the Huntington’s disease CAG expansion. *Nat. Genet.* 17 404–410. 10.1038/ng1297-4049398841

[B62] YingQ. L.WrayJ.NicholsJ.Batlle-MoreraL.DobleB.WoodgettJ. (2008). The ground state of embryonic stem cell self-renewal. *Nature* 453 519–523. 10.1038/nature0696818497825PMC5328678

[B63] ZalaD.HinckelmannM. V.SaudouF. (2013). Huntingtin’s function in axonal transport is conserved in *Drosophila melanogaster*. *PLoS ONE* 8:e60162 10.1371/journal.pone.0060162PMC361068823555909

[B64] ZeitlinS.LiuJ. P.ChapmanD. L.PapaioannouV. E.EfstratiadisA. (1995). Increased apoptosis and early embryonic lethality in mice nullizygous for the Huntington’s disease gene homologue. *Nat. Genet.* 11 155–163. 10.1038/ng1095-1557550343

[B65] ZhengS.GhitaniN.BlackburnJ. S.LiuJ. P.ZeitlinS. O. (2012). A series of N-terminal epitope tagged Hdh knock-in alleles expressing normal and mutant huntingtin: their application to understanding the effect of increasing the length of normal Huntingtin’s polyglutamine stretch on CAG140 mouse model pathogenesis. *Mol. Brain* 5:28 10.1186/1756-6606-5-28PMC349943122892315

[B66] ZuccatoC.TartariM.CrottiA.GoffredoD.ValenzaM.ContiL. (2003). Huntingtin interacts with REST/NRSF to modulate the transcription of NRSE-controlled neuronal genes. *Nat. Genet.* 35 76–83. 10.1038/ng121912881722

# Supplementary material for: Huntingtin Is Required for Neural But Not Cardiac/Pancreatic Progenitor Differentiation of Mouse Embryonic Stem Cells In vitro
**Source:** Front Cell Neurosci. 2017 Feb 21;11:33. doi: 10.3389/fncel.2017.00033
**Supplement:** Supplementary file 1

**Supplementary Table 1: List of primers used for RT-PCR**

Nestin Forward: CTACCAGGAGCGCGTGGC

Nestin Reverse: TCCACAGCCAGCTGGAAGCTT

18S rRNA Forward: AGGAATTGACGGAAGGGCACCA

18S rRNA Reverse: TTATCGGAATTAACCAGACAAATCG

Nkx2.5 Forward: CGACGGAAGCCACGCGTGCT

Nkx2.5 Reverse: CCGCTGTCGCTTGCACTTG

$\alpha$ MHC Forward: GGAAGAGCGAGCGGCGCATCAA

$\alpha$ MHC Reverse: CTGCTGGAGAGGTTATTCC

Isl1 Forward: GGTGTACGGGATCAAATGC

Isl1 Reverse: ATGCTGCGTTTCTTGTCCTT

Olig2 Forward: GGCGGTGGCTTCAAGTCATC

Olig2 Reverse: TAGTTTCGCGCCAGCAGCAG

Olig1 Forward: TTCCGAGCTGGATGTTACGC

Olig1 Reverse: AGGGAAGTGGAGACTAAGTAAGG

Nod1 Forward: GAAGGCACCCCATTGGGTT

Nod1 Reverse: AATCTCTGCATCTTCGGCTGA

Crisp1 Forward: TGCCTGTTGGCAATTATCAAGG

Crisp1 Reverse: CCACAACCTATTGGTGCATAGCC

Sdc2 Forward: TGTGTCCGCAGAGACGAGAA

Sdc2 Reverse: GGAATCAGTTGGGATGTTGTCA

Maoa Forward: GCCCAGTATCACAGGCCAC

Maoa Reverse: CGGGCTTCCAGAACCAAGA

Kdm6a Forward: AATTGGGACCCTACTGGAAC

Kdm6a reverse: ACTCTCACGAAGGCAGGAAG

Fundc1 Forward: CCCCCTCCCCAAGACTATGAA

Fundc1 Reverse: CCACCCATTACAATCTGAGTAGC

Ly6a Forward: AGGAGGCAGCAGTTATTGTGG

Ly6a Reverse: CGTTGACCTTAGTACCCAGGA

Myof Forward: ACCGCTTTCGGTGTGATCC

Myof Reverse: GCCAGTAATGGTTTGGTGTCTTC

# Supplementary material for: Huntingtin Is Required for Neural But Not Cardiac/Pancreatic Progenitor Differentiation of Mouse Embryonic Stem Cells In vitro
**Source:** Front Cell Neurosci. 2017 Feb 21;11:33. doi: 10.3389/fncel.2017.00033

**Supplementary Figure 1. (A) Htt proteins expression in different mESC lines.** Total cell lysates were probed with  $\alpha$ -Htt (Mab 2166),  $\alpha$ -FLAG, and  $\alpha$ -polyQ (3B5H10) antibodies. The blot probed for polyQ was stripped and re-probed for  $\alpha$ -Vinculin as loading control. \*Htt140Q; NS, non-specific. **(B)** Quantitative RT-qPCR analysis of pluripotent markers. Gene expression was calculated as fold change over R1 after normalization to GAPDH levels. n.s.; non-significant. **(C)** Oct4 protein expression is similar in all four cell lines as shown by immunoblotting. **(D)** Immunostaining of cell lines with  $\alpha$ -Oct4 antibody indicates no obvious clonal differences. Scale bar: 25  $\mu$ m

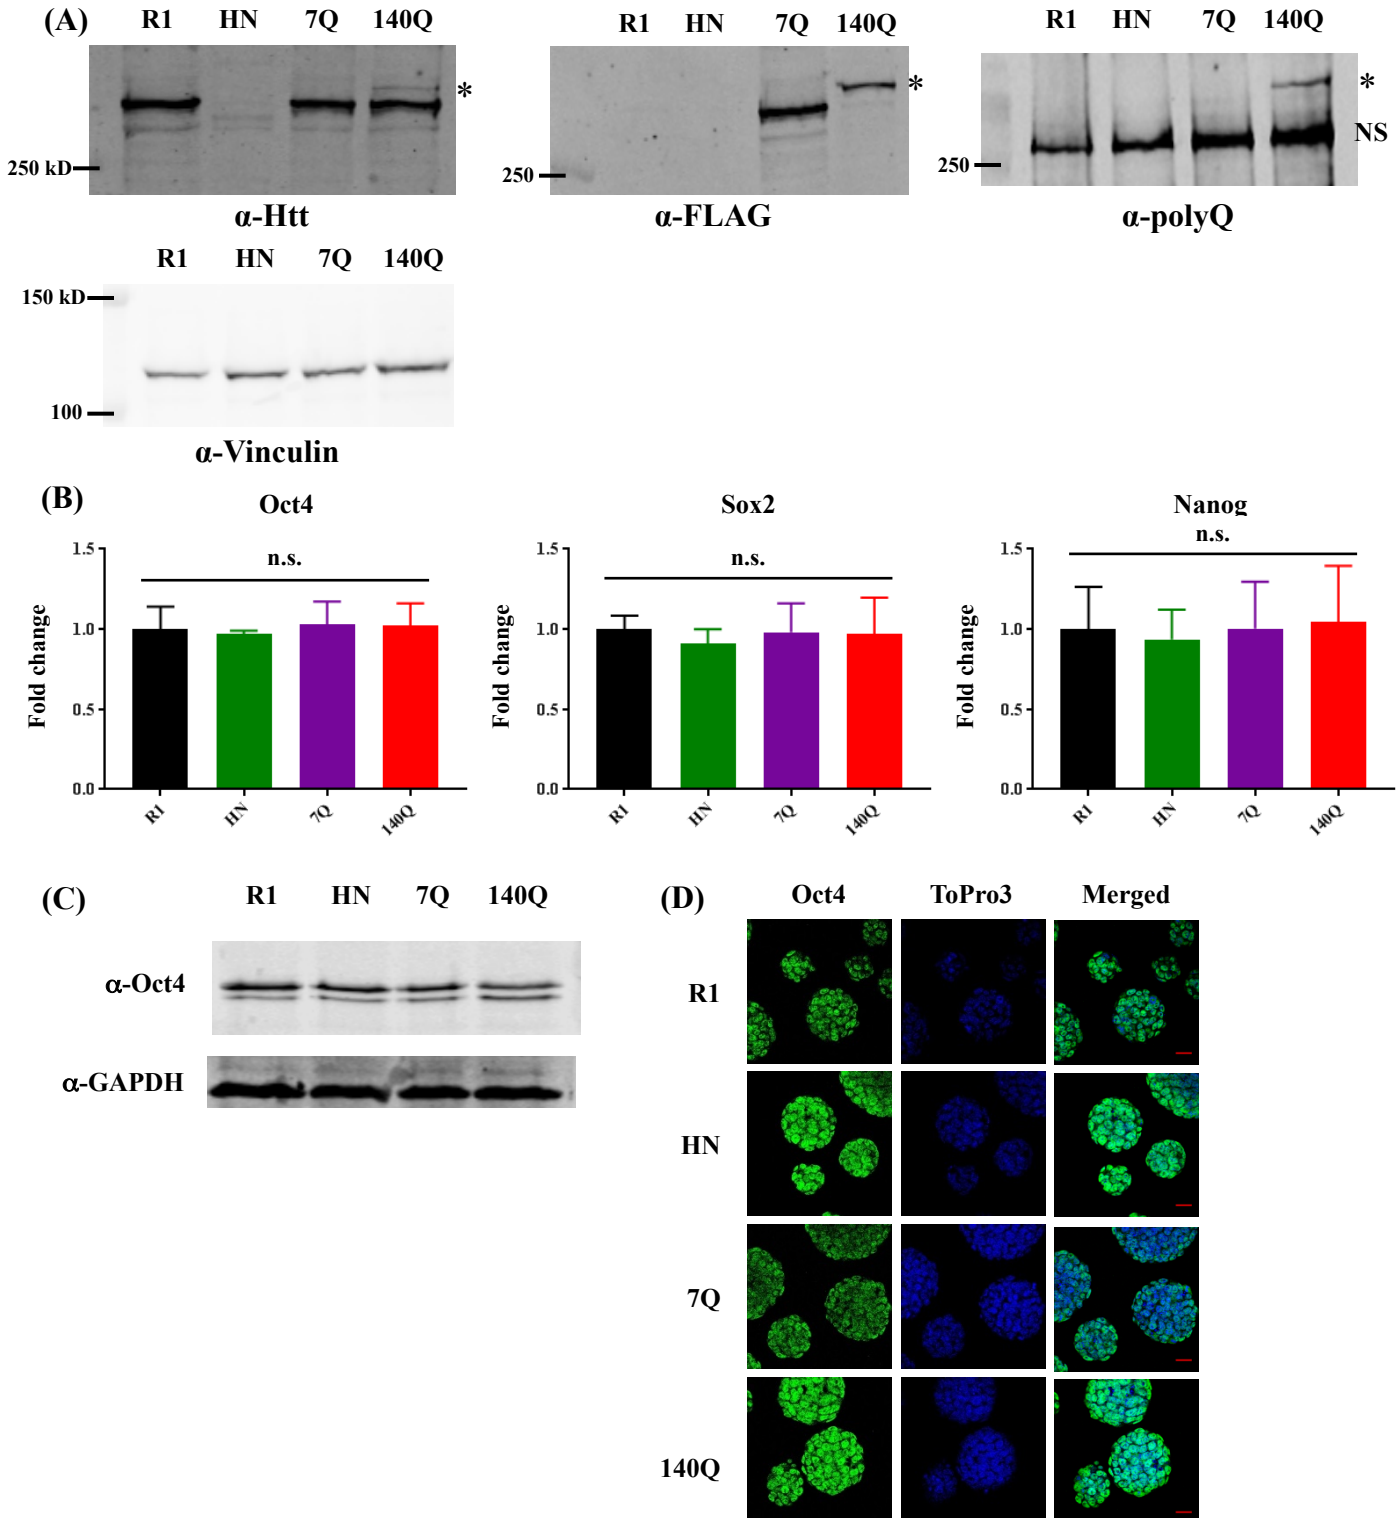

**Supplement:** Supplementary file 2

# Supplementary material for: Huntingtin Is Required for Neural But Not Cardiac/Pancreatic Progenitor Differentiation of Mouse Embryonic Stem Cells In vitro
**Source:** Front Cell Neurosci. 2017 Feb 21;11:33. doi: 10.3389/fncel.2017.00033

**Supplementary Figure 2. Staining of  $\beta$ -III tubulin (red) and GFAP (green) in 140Q Stage 5 neurons/glia at Day 4.** (a) A relatively intact neuron ( $\beta$ -III tubulin positive) with some glia (GFAP positive). (b-e) Four different fields showing dot-like/broken-line neurites. (f) 2X zoom-out image of (e). Scale bar: 25  $\mu$ m.

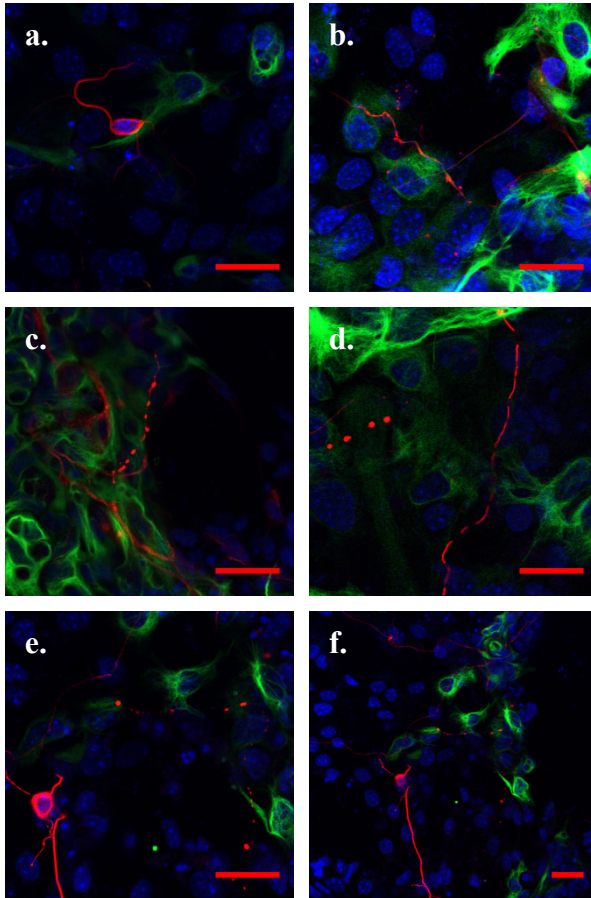

**Supplement:** Supplementary file 3

# Supplementary material for: Huntingtin Is Required for Neural But Not Cardiac/Pancreatic Progenitor Differentiation of Mouse Embryonic Stem Cells In vitro
**Source:** Front Cell Neurosci. 2017 Feb 21;11:33. doi: 10.3389/fncel.2017.00033

**Supplementary Figure 3. Expression of Oct4 and Htt during (A) neural, (B) cardiac, and (C) pancreatic progenitor cell differentiation.** RT-qPCR was performed using RNA collected at indicated progenitor cell differentiation stages. Gene expression was calculated as fold change (over R1 mESCs) after normalization to GAPDH expression. \*\*\*\*P < 0.0001, \*\*\*P < 0.001 compared to the mESC group by Dunnett's multiple comparisons test (one-way ANOVA).

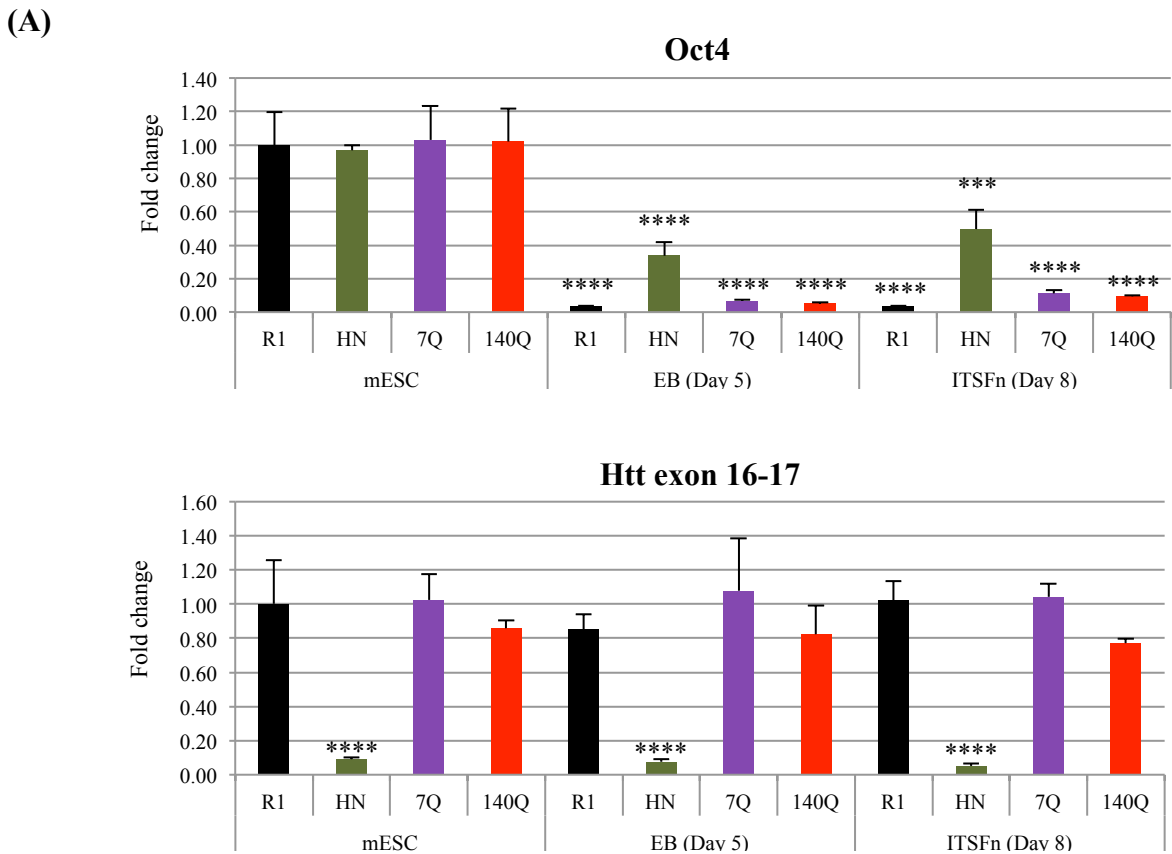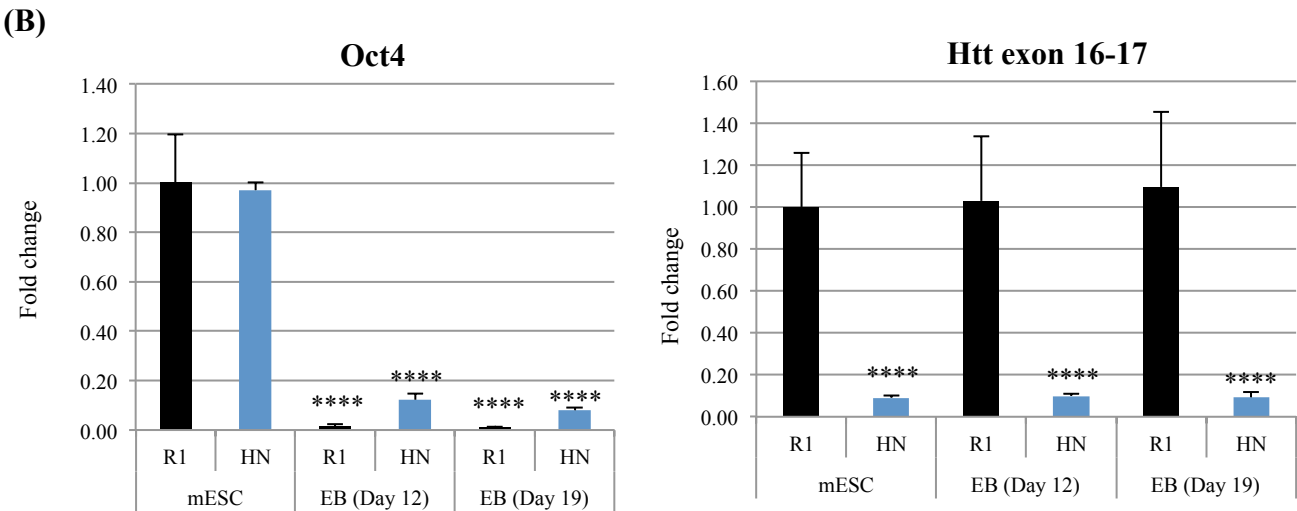

Supplementary Figure 3 (continued)

(C)

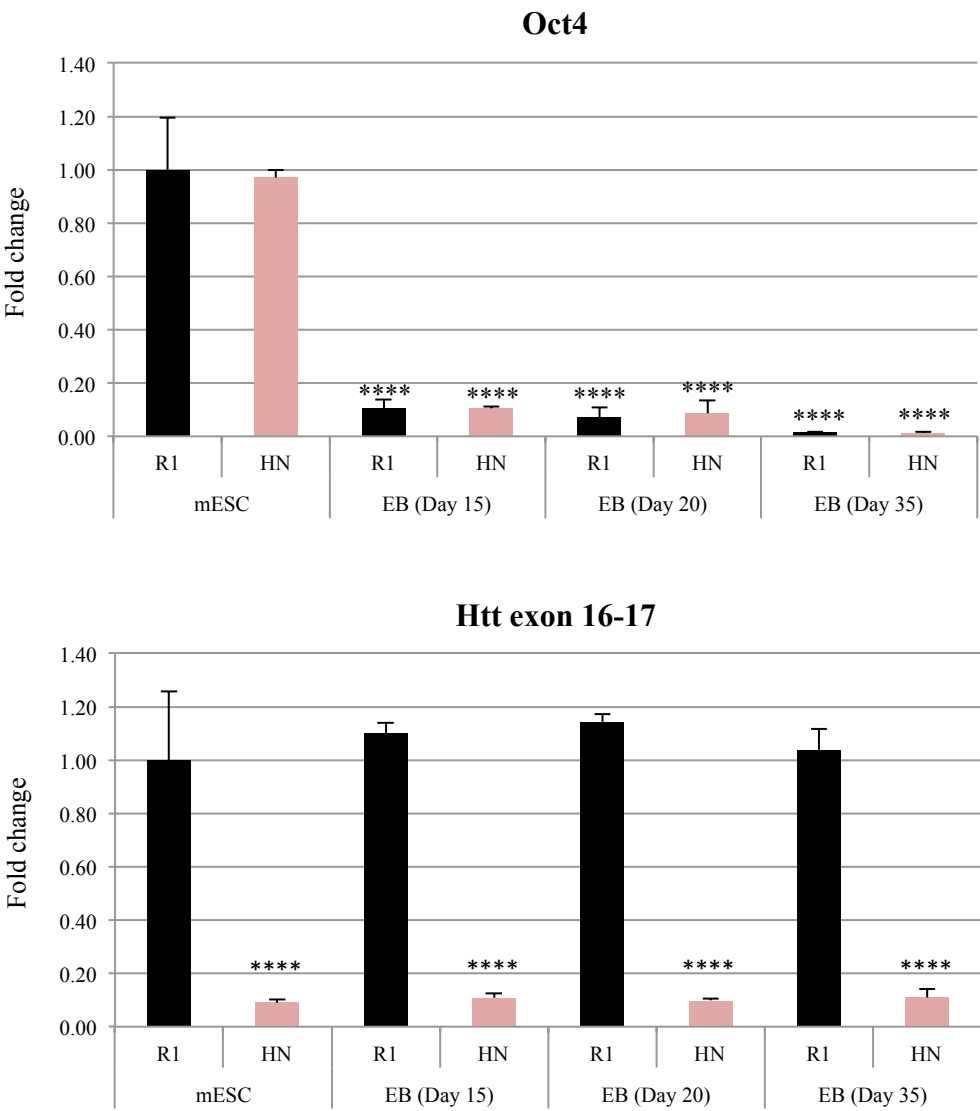

**Supplement:** Supplementary file 4

# Supplementary material for: Huntingtin Is Required for Neural But Not Cardiac/Pancreatic Progenitor Differentiation of Mouse Embryonic Stem Cells In vitro
**Source:** Front Cell Neurosci. 2017 Feb 21;11:33. doi: 10.3389/fncel.2017.00033

**Supplementary Figure 4. Expression of Desmin in cardiac EBs.** Immunocytochemistry shows both R1 and HN Day 12 cardiac EBs positive for Desmin staining. Scale bar: 25  $\mu$ m

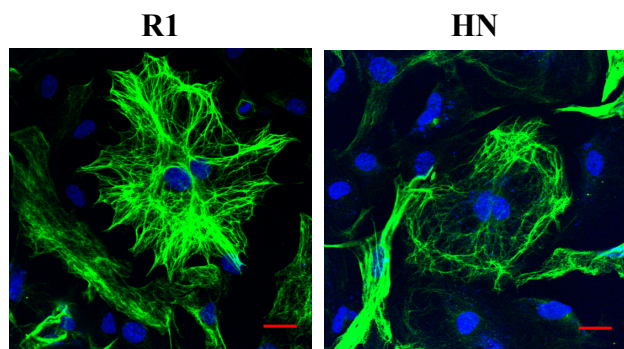

**Supplement:** Supplementary file 5

# Supplementary material for: Huntingtin Is Required for Neural But Not Cardiac/Pancreatic Progenitor Differentiation of Mouse Embryonic Stem Cells In vitro
**Source:** Front Cell Neurosci. 2017 Feb 21;11:33. doi: 10.3389/fncel.2017.00033

**Supplementary Figure 5. Neural progenitor differentiation by the hanging-drop method starting with indicated number of cells. Scale bar: 200  $\mu$ m**

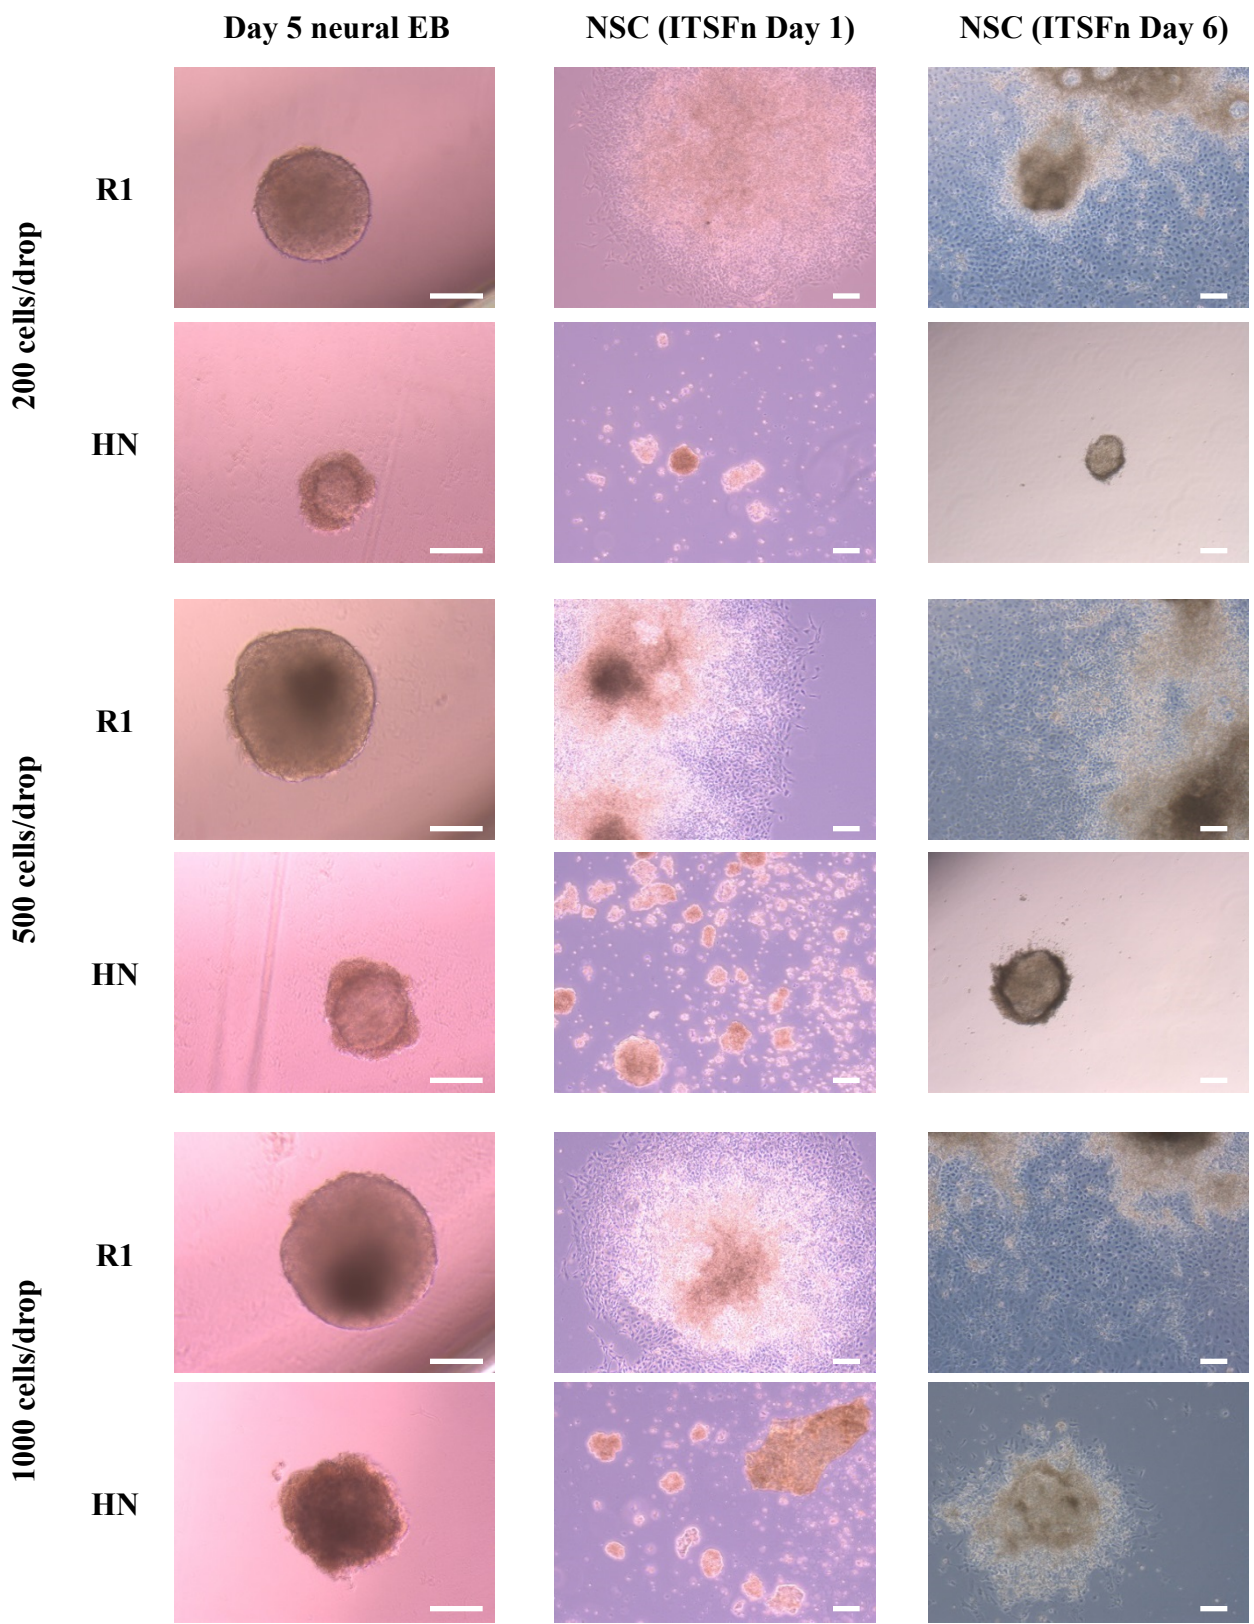

**Supplement:** Supplementary file 6

# Supplementary material for: Huntingtin Is Required for Neural But Not Cardiac/Pancreatic Progenitor Differentiation of Mouse Embryonic Stem Cells In vitro
**Source:** Front Cell Neurosci. 2017 Feb 21;11:33. doi: 10.3389/fncel.2017.00033

**Supplementary Figure 6. Chromatin Immunoprecipitation analysis of Olig2 and Olig1 promoters.** ChIP assays were carried out using chromatin extracted from R1 or HN mESCs and immuno-precipitated with rabbit  $\alpha$ -Ezh2, mouse  $\alpha$ -Htt2166, or mouse  $\alpha$ -Htt (AbD Serotec, #MCA2050). Semi-quantitative PCR for Olig2 and Olig1 promoter region was performed. Occupancy of each protein was calculated as % input after measuring band intensity using the LI-COR Odyssey Fc Imaging System. ChIP antibodies used in the gel image are: Lane 1) rabbit IgG, 2) H3K27me3, 3) H3K4me3, 4) Htt2166, 5) Ezh2, 6) Pol II, 7) mouse IgG, 8) Serotec  $\alpha$ -Htt, Lane 9) Input (10%).

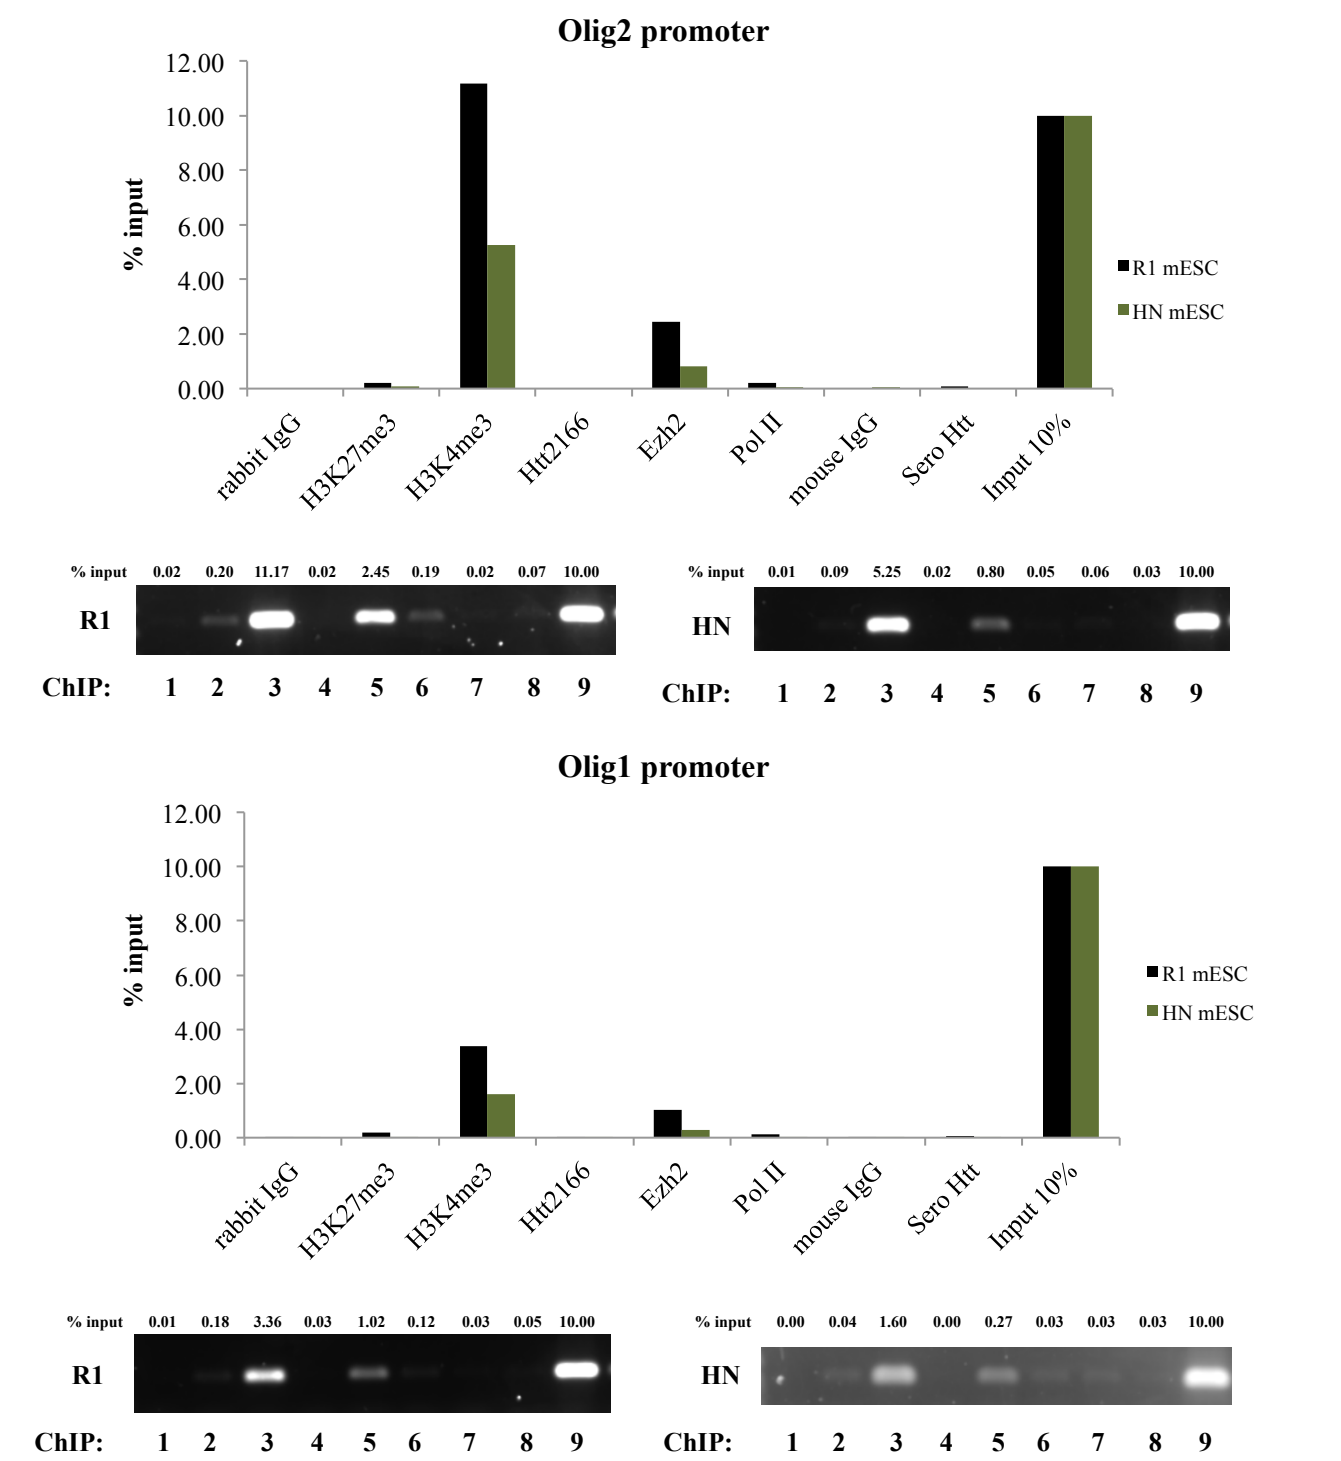

**Supplement:** Supplementary file 7

How the deposited data were processed for this re-analysis (not part of the article)

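The data are the RNA-seq of undifferentiated mESCs of the lines R1 (wild type) and HN (Htt-null), with 3 libraries per line and 6 libraries in all. Total RNA came from 3 batches of both lines collected on different dates, and libraries were made with the Illumina TruSeq RNA kit and sequenced as paired-end reads. The RT-qPCR, immunoblot, chromatin immunoprecipitation and differentiation experiments of the paper were not analysed here.

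The deposited values are a normalized signal per gene, which the authors made by aligning the reads to mm10/GRCm38 with STAR, removing PCR duplicates with Picard, counting the reads on the exons of each gene with HTSeq and dividing each library by its DESeq2 size factor. The paper's text names neither the versions nor the gene annotation. Unused columns of per-sample values numbered 0.

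Since the values of each library were whole multiples of the value of 1 read in 100% of cases, the reads were recovered from them and used for depth, for lower bounds and for the count-based alternatives only. Between 1640391 and 3866717 reads per library were counted on genes, after the authors had removed duplicates. The 10 genes with the most reads took between 5.51% and 6.27% of the reads of a library, and 1013 genes had 0 reads in all libraries. A gene with 3 reads in a library was taken as at the detection limit. A fold change against a line whose libraries were all at or under it is given as a lower bound on the line means. Such a bound does not cover the spread between the libraries of the other line. Counting error is largest for such genes, and duplicate removal without molecular identifiers leaves reads that need not be independent molecules.

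Values were log2-transformed after adding a pseudocount of 1, and the lines were compared with limma 3.58.1 (linear models with empirical Bayes moderation and a trend of variance on expression) in R 4.3.3. The test covered 14276 genes whose mean normalized count over the libraries was at least 5. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1 are described as called. The paper states its threshold as a p-value and its Tables 1 and 2 give adjusted p-values, so the counts were also made with unadjusted p-values. limma on the log scale was set as the main test because the values are given as normalized counts, before it was known that reads could be recovered. DESeq2, which the authors used, was run on the recovered reads as an alternative.

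The main comparison has no block, since the paper's methods name none. The pairing of the libraries comes from the collection dates in the sample labels, which replicates of the same number share, and from the paper's statement that the batches were collected on different dates. The same comparison with the replicate number as a block called 130 genes higher and 148 lower, and each such result is given beside the result without the block. All 6 libraries were counted as separate samples because of these dates. Replicates of one line differed by more than the sampling noise of their reads (chi-square per degree of freedom from 5.11 to 10.18), which shows only that their values are not those of one and the same library.

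Alternatives chosen before the data were examined were the replicate block, edgeR 4.0.16 (quasi-likelihood test) on the recovered reads with and without that block, DESeq2 1.42.0 on the recovered reads with and without shrunken fold changes, pseudocounts of 0.1 and 10, no filter and a mean of at least 50, median centring, quantile normalization, limma without the variance trend, and the 6 fits that each left out 1 library. DESeq2 with the replicate block, with and without shrunken fold changes, and the count of neighbouring genes with the block were added after seeing the data.

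The genes named in the text were fixed before the data were examined as every gene the paper names for these libraries (Tables 1, 2 and 3, Figure 5, Htt, and Lefty1, Otx2, Rhox5, Casp8 and Psmd8), the PRC2 genes Suz12, Ezh2 and Eed, the markers measured by RT-qPCR, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among the called genes that changed the same way in all 3 same-date pairs, the genes from 1 Mb before Maoa to 1 Mb after Kdm6a, and Xist and 4 Y-linked genes. Other genes are named where the text says that they were chosen after their values were seen. Cask and Chst7, the nearest tested genes on either side of that X-linked stretch, were chosen in this way.

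Gene positions come from GENCODE M21 for GRCm38 (21712 genes by name) and, for the rest, from RefSeq for the same build (241 by symbol and 1293 by synonym), and 166 genes have no position. In 27 lines of the deposited table a date stands in place of the gene name, and these are named nowhere. Genes were compared with 10000 random gene lists matched on mean expression where stated. Reads shared with other genes were judged from the 50-base stretches of each gene's transcripts that also occur in transcripts of another gene. The paper's text does not name whether the counting used the strand of the reads, so that genes that overlap another gene, antisense genes included, are uncertain.

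The tests were tried on simulated counts for 14280 genes, 200 of them changed by known fold changes. limma recovered 85.0% of these, and limma with the replicate block recovered 99.0% and called 3 unchanged genes. edgeR recovered 81.0%, edgeR with the block 99.5% and DESeq2 88.5%. Both lines of a date were given the same date effect in the simulation, so the gain with the block was built in. The changed genes left out those with the lowest counts, and their changes all lay past the fold change threshold. The simulation therefore does not show how the tests do on genes with few reads or with weak pairing. The search for neighbouring genes found all 10 pairs planted among 10000 simulated genes. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The paper's analysis of exon usage and its gene set enrichment analysis were not repeated here.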

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

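Of the tests in this part, the comparison of 50-base stretches with other transcripts was chosen only after the result was seen. The results are the 6 genes that were called between HN and R1 mESCs and that the paper does not name: BC052688, 5730507C01Rik, Hist1h2bn and Rplp0 were higher in HN, and Rps15a-ps6 and Gm5506 were lower. All 6 moved the same way in each of the 3 same-date pairs. The lines did not overlap, which chance gives for 10% of genes if the collection date has no effect. They were selected as called between these lines, so their direction and lack of overlap are no further evidence. BC052688 and Gm5506 were named by a rule fixed before the data were examined, and the other four were named because they were called, after their values were seen.

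BC052688, a transcribed pseudogene on chromosome 13 from 61771580 to 61787282 of GRCm38, had 1, 0 and 1 reads in R1 replicates 1, 2 and 3 and 62, 134 and 48 in HN. Its log2 fold change was 5.43 (standard error 0.56, BH-adjusted p = 0.00124 by limma, from 6.18e-20 to 0.0676 over the alternatives). On the line means, it was at least 23.5-fold higher in HN against the level that 3 reads give. It was called in 5 of the 6 fits that left out 1 library. The depth of the lines differed too little to give this (median depth of HN over that of R1, 0.895). Whether its reads are shared with other genes was not tested, because the transcripts used for that test do not include it. The difference therefore cannot be told apart from reads of related sequences.

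Gm5506, on chromosome 18 from 48045335 to 48048379, had a log2 fold change of -3.53 (standard error 0.29, BH-adjusted p = 2.81e-04 by limma, from 5.67e-31 to 0.0592 over the alternatives) and was called in all 6 fits that left out 1 library. The log2 fold changes of the others were 2.45 for 5730507C01Rik (BH-adjusted p = 0.0472 by limma, called in 2 of the 6 fits), 1.25 for Hist1h2bn (0.0416, called in 1), 1.23 for Rplp0 (0.0209, called in 2) and -2.28 for Rps15a-ps6 (0.0213, called in 3). With the replicate block, the BH-adjusted p by limma of these genes lay at or below 1.32e-06. Over the alternatives it ranged up to 0.445 for 5730507C01Rik, 0.424 for Hist1h2bn, 0.307 for Rplp0 and 0.263 for Rps15a-ps6.

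A technical explanation is that reads shared with near-identical copies were divided or dropped in counting. Of the 50-base stretches of Hist1h2bn, 86.4% occur in transcripts of another gene. The share was 85.2% for Gm5506, 55.2% for Rps15a-ps6, 33.1% for Rplp0 and 23.2% for 5730507C01Rik. The median of 55.2% over these 5 genes compares with 1.2% in expression-matched random lists, and the share of lists with as high a median was 1.00e-04, the smallest that 10000 lists can give. Eno1, Rps15a and Hist1h2bk were chosen after their values were seen. Eno1, whose transcripts hold 76.4% of the stretches of Gm5506, had normalized counts of 2.46 in R1 and 2.31 in HN mESCs. Rps15a and Hist1h2bk, which share the most stretches with Rps15a-ps6 and Hist1h2bn, had log2 fold changes of 0.46 and -0.41. These genes may therefore differ because reads of near-identical copies were assigned differently between the lines, for instance through a sequence difference in one copy, which was not tested. A biological difference between the lines cannot be told apart from this explanation, and since a single HN line was sequenced, an effect of the Htt deletion cannot be told apart from another difference between the lines.

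The set of called genes as a whole was compared with other splits of the 6 libraries. Of the 4 splits that part all 3 same-date pairs, 1 (the split by line) gave as many called genes. With 4 such splits the share cannot fall under 0.05, so chance cannot be excluded in this way. No group had enough libraries for a test of single outlying libraries.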

How the results depend on the processing

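The choices compared were made before the data were examined, apart from DESeq2 with the replicate block and the block in the count of neighbouring genes, which were chosen after seeing the data. Without a block, 17 genes were higher and 18 lower in HN mESCs (125 and 133 at an unadjusted p-value under 0.05). Of the genes of Tables 1, 2 and 3, 12, 16 and 1 were called, and 31 of the named genes passed.

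With the replicate block, limma called 130 genes higher and 148 lower (231 lower unadjusted), 20 of Table 1, 8 of Table 3 and 58 named genes. With edgeR and the replicate block these numbers were 132 and 152 (255 lower unadjusted), 20, 8 and 58. All 17 and 18 genes were among the calls of both fits. The correlation of same-date libraries (mean 0.57) bears on this gain. edgeR without the block stayed within 1.5 times of each count and shared 15 and 18 calls.

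DESeq2 on the recovered reads called 47 and 33 genes, and 4 of Table 3. Its shrunken fold changes left 19 higher and 19 lower at an unadjusted p-value under 0.05. With the replicate block, DESeq2 called 72 and 55 genes and 6 of Table 3, and with shrunken fold changes besides 29 and 24 (29 and 24 unadjusted) and 3 of Table 3.

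A pseudocount of 10 lowered the unadjusted counts to 68 and 51, and a mean of at least 50 lowered them to 54 and 39. No filter on low values gave 2 called genes of Table 3, as did median centring and quantile normalization. Median centring called 27 genes higher and 18 lower, a share of 60.0% higher against 48.6%, and quantile normalization called 24 and 18 (57.1%). Without the variance trend, 0 genes were called in each direction and 0 of Tables 1, 2 and 3 and of the named genes, while 128 and 157 passed at an unadjusted p-value under 0.05. The cause of these changes was not tested.

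Across the 6 fits that each left out one library, the genes called ranged from 3 to 31 higher and from 4 to 26 lower (from 96 to 256 and from 97 to 233 unadjusted). Those of Table 1 ranged from 3 to 16, of Table 2 from 3 to 17, of Table 3 from 0 to 2 and the named genes from 9 to 36.

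The median log2 fold change of the tested genes between Maoa and Kdm6a was -5.60, and it was -5.65 with a mean of at least 50 and -3.98 with a pseudocount of 10. The largest chromosome-wide departure was 0.26 and became 0.23 with a pseudocount of 10. The 2 neighbouring pairs of called genes became 1 with a mean of at least 50, as Fundc1 was no longer tested, and 15 with the replicate block.

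For 79 single genes followed over the settings, 1553 values were compared. Of these, 1300 kept their direction and side of the threshold, 106 were weaker, 123 stronger and 24 reversed, and 71 genes were never reversed. Reversals by other tools were seen for Nkx2-5 (log2 fold change of -0.02 with DESeq2) and Myh6 (-0.27 with edgeR, -0.11 with edgeR and the replicate block, -0.30 with DESeq2, -0.06 with its shrunken fold changes, -0.07 with a pseudocount of 10, -0.01 with DESeq2 and the replicate block and -0.06 with shrunken fold changes besides). Gapdh was at -0.07 with quantile normalization. Leaving out one library gave ranges of -0.80 to 0.39 for Lefty1, -0.08 to 0.98 for Casp8, -0.18 to 0.29 for Ezh2, -0.30 to 0.26 for Eed, -1.10 to 0.24 for Pax6, -0.29 to 1.29 for Nkx2-5, -0.71 to 0.82 for Myh6 and -0.03 to 0.26 for Gapdh. Pou5f1 and Sox2, at 0.00, have no direction, with ranges of -0.25 to 0.27 and -0.13 to 0.20 over the alternatives. The cause was not tested.

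The depth, between 1640391 and 3866717 reads on genes, limits genes with few reads. For Crisp1, Ubd, Trim34a and Ly6a one line had at most 3 reads in each library. The fold changes against that line are therefore lower bounds, computed on the line means (at least 5.9-fold, 4.8-fold and 4.4-fold higher and 5.4-fold lower in HN).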

Differences from the paper's values

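The paper gives 51 up-regulated and 48 down-regulated genes. With limma and BH-adjusted p-values under 0.05, 17 and 18 genes were called. Among the alternatives set before the data were examined, DESeq2 on the recovered reads gave 47 and 33, within 1.5 times of the paper's numbers, and the others did not come as near in both directions. With an unadjusted p-value under 0.05, as the paper's text words its threshold, the numbers were 125 and 133 against the paper's 51 and 48. A pseudocount of 10 (68 and 51) and a mean of at least 50 (54 and 39) closed this gap, and the other alternatives did not. DESeq2 with the replicate block, chosen after seeing the values, gave 72 and 55 with adjusted p-values.

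The paper counts 15 genes of the SUZ12 signature among its up-regulated genes. Of the 12 matched here, 1 was called with an adjusted p-value. None of the alternatives closed this gap, the nearest being 8 with limma or edgeR and the replicate block. A called gene also needs a log2 fold change above 1, and the paper does not restate such a cut for its gene set analysis. With 12 names matched, 15 could not be reached, and 8 is within 1.5 times of 12. With an unadjusted p-value 8 passed, also within 1.5 times of 12, and the gap to 15 was closed only without HN replicate 3, with 10.

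All 40 log2 fold changes of Tables 1 and 2 are nearer 0 in the paper than here, and 18 were taken as different. A gene was taken as different where the gap was above the SD of its 3 same-date differences. For genes with a library of at most 3 reads, a gap above a factor of 1.5 also counted, which was set after the values were seen and which alone brought in Olig2 and Hnf4a. Because the limit is each gene's own SD, small gaps are listed for genes with close replicates, and larger ones within the SD are not. The latter include Nod1 (2.120 in the paper, 3.33 here, SD 1.24), Olig1 (1.883, 2.78, 1.03), Uggt2 (1.468, 2.30, 1.27), Htt (-1.838, -2.52, 0.93) and Galnt6 (2.133, 2.75, 0.80).

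In Table 1 the paper's values that differ are 1.933 for Hist1h2bm (2.08 here), 1.472 for Ubd (2.93), 1.458 for Peg3 (2.11), 1.420 for D2hgdh (1.86), 1.412 for Fam25c (1.50), 1.318 for Crisp1 (2.32), 1.294 for Tgds (1.61), 1.281 for Olig2 (2.80) and 1.253 for Trim34a (2.33). Ubd, Crisp1 and Trim34a had at most 3 reads in each R1 library, and their lower bounds (at least 4.8-fold, 5.9-fold and 4.4-fold higher) are over 1.5 times the paper's folds. These bounds rest on the line means and do not cover the spread of the HN libraries. In Table 2 the paper's values are -4.129 for Maoa (-5.69 here), -3.481 for Kdm6a (-5.60), -3.030 for Fundc1 (-4.73), -1.931 for Tmem64 (-2.09), -1.769 for Myof (-2.19), -1.705 for Hnf4a (-2.94), -1.607 for Sfmbt2 (-1.90), -1.580 for Pttg1 (-1.91) and -1.350 for Crxos1 (-2.75).

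A pseudocount of 10, set before the data were examined, closed the gap for 15 of these 18 genes, with 2.01 for Hist1h2bm, 1.16 for Ubd, 1.91 for Peg3, 1.27 for D2hgdh, 1.43 for Fam25c, 1.13 for Crisp1, 1.21 for Tgds, 0.98 for Trim34a, -4.07 for Maoa, -3.98 for Kdm6a, -2.70 for Fundc1, -1.90 for Myof, -1.64 for Hnf4a, -1.80 for Sfmbt2 and -1.44 for Crxos1. For Ubd, Crisp1 and Trim34a this holds on the log2 scale only, since the lower bounds do not depend on the pseudocount. Shrunken DESeq2 fold changes closed it for Peg3 (1.23), Olig2 (0.91), Sfmbt2 (-1.42) and Crxos1 (-0.79), and DESeq2 without shrinkage for Hist1h2bm (2.07). Quantile normalization closed it for Hist1h2bm (2.05) and Fam25c (1.47).

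Leaving out one library closed the gap for Tgds and Sfmbt2 without R1 replicate 1, for D2hgdh, Tgds and Sfmbt2 without R1 replicate 2, and for Hist1h2bm, Peg3, Fam25c and Pttg1 without R1 replicate 3. It did so for Hist1h2bm and Fam25c without HN replicate 1, for Hist1h2bm, Peg3 and Tgds without HN replicate 2, and for D2hgdh, Tgds and Sfmbt2 without HN replicate 3. None of the settings closed it for Tmem64, and the other alternatives set before the data were examined closed it for none of the 18. DESeq2 with the replicate block and shrunken fold changes, chosen after seeing the values, closed it for Hist1h2bm (1.87), Peg3 (1.64), Myof (-1.63), Sfmbt2 (-1.66), Pttg1 (-1.66) and Crxos1 (-0.92).

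Some settings also opened gaps for other genes. Against 18 of the 40 genes, 23 differed with a pseudocount of 0.1 and with edgeR and the replicate block, 22 with edgeR and 21 with DESeq2. The number was 18, 17 and 21 without R1 replicates 1, 2 and 3, and 19, 18 and 20 without HN replicates 1, 2 and 3. It was 15 with shrunken DESeq2 fold changes, 3 with a pseudocount of 10 and 9 of the 29 genes left with a mean of at least 50. It stayed at 18 with the replicate block in limma, no filter, median centring, quantile normalization and no variance trend. The block, the filter and the variance trend cannot change limma's log2 fold changes, so for them this was fixed in advance.

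The paper lists 8 genes in Table 1 and 4 in Table 2 that were not called here without a block. All 12 were called by limma and by edgeR with the replicate block. DESeq2 called Uggt2, Peg3, D2hgdh, Tgds, Olig2, Hnf4a, Anxa3, Crxos1 and Fbxo2, and with shrunken fold changes Uggt2, Peg3, Hnf4a and Fbxo2. Uggt2 and Peg3 were called with no filter on low values, Peg3 with median centring and Uggt2 with quantile normalization. Uggt2, D2hgdh, Tgds, Olig2 and Fbxo2 were called without R1 replicate 3, and Uggt2, Peg3 and Hnf4a without HN replicate 3. DESeq2 with the replicate block, chosen after seeing the values, called Uggt2, Peg3, Tgds, Anxa3 and Fbxo2, and Peg3 and Fbxo2 with shrunken fold changes besides.

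Of the genes of Table 3 that were not called here, Htra1, Laptm5, Nr0b1, Lama1, H19, Tmem40 and Aqp3 were called by limma and by edgeR with the replicate block. DESeq2 called Nr0b1, Lama1 and Aqp3. Lama1 was called with no filter on low values, with median centring and with quantile normalization, and Nr0b1 without HN replicate 3. DESeq2 with the replicate block, chosen after seeing the values, called Htra1, Laptm5, Nr0b1, Lama1 and Aqp3, and Laptm5 and Nr0b1 with shrunken fold changes besides. Nfatc2ip, Spp1, Rpp25 and Prdm14 were called by none of the settings. With the replicate block in limma they missed the fold change threshold only (BH-adjusted p at or below 0.00152).

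The paper places Alg13 at the top of the up-regulated genes, whereas Nod1 of Table 1 (log2 fold change of 3.33) and BC052688 (5.43) were above Alg13 (2.97) here. The paper's tables do not list BC052688. Ubd, also of Table 1, was above Alg13 with edgeR, DESeq2 and a pseudocount of 0.1. It was also slightly above Alg13 without R1 replicate 3 (3.03 against 3.02) and without HN replicate 3 (3.19 against 3.16). Olig1 (3.30) and Olig2 (3.59) were above Alg13 without R1 replicate 3, and Galnt6 (3.18) was without HN replicate 3. With a pseudocount of 10, Alg13 (2.69) was above the other genes of Table 1 and below BC052688 (2.93). Alg13 was above both with shrunken DESeq2 fold changes (2.25 against 1.59 and 2.12), and with the shrunken fold changes of the fit with the replicate block (2.37 against 0.81 and 2.18), chosen after seeing the values. Table 2 of the paper, which prints only the top of its down-regulated genes, does not list Gm5506 (-3.53). The paper describes Psmd8 as increased in HN mESCs, and the log2 fold change was -0.11 here and negative in all settings (from -0.25 to -0.01). It describes Otx2 and Rhox5 as changed by less than a doubling, and the log2 fold changes were -1.52 and -1.49. Otx2 was at -0.93 with a pseudocount of 10 and at -0.54 with shrunken DESeq2 fold changes. Rhox5 was at -0.51 and -0.10 with these, at -0.58 with edgeR, at -0.82 with edgeR and the replicate block, at -0.61 with DESeq2, at -0.78 without R1 replicate 3 and at -0.23 without HN replicate 1. With the shrunken fold changes of DESeq2 and the replicate block, chosen after seeing the values, they were at -0.63 and -0.27.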

Other observations

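Of the tests in this part, those of the Htt reads left in HN libraries and of shrunken fold changes, the test of imprinted genes with those of the paper's tables, and the binomial test of reads between Maoa and Kdm6a with its limit of 0.1 of the R1 level for a gene near 0, were chosen only after the result was seen.

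Maoa, Fundc1 and Kdm6a, all in Table 2, lie within 1660239 bp on the X chromosome. In HN libraries at most 3.18% of the R1 mean was left for Maoa, 6.2% for Fundc1 and 4.3% for Kdm6a. Over the 4 other genes between them, the R1 libraries held 21 reads on 3 genes and the HN libraries 0 (exact binomial test, two-sided, p = 3.13e-07). This test pools the reads of the libraries and covers counting error only, which replicates exceeded, and 6, 4 and 7 of the reads were those of Efhc2 in R1 replicates 1, 2 and 3. Among 14163 windows of as many consecutive tested genes, 1 had a median log2 fold change as low, the stretch itself. The stretch was chosen for genes known as the lowest of Table 2, so this restates the paper's values. The 10 nearest tested genes, 5 on each side, had log2 fold changes from -0.50 to 1.12, and the nearest, Cask and Chst7, bound a gap of 6208192 bp in which the ends of any loss would lie. Depth differed too little between the lines to give this (median depth of HN over that of R1, 0.895). The values are consistent with a loss of this stretch from the HN line, which is a hypothesis, since RNA levels cannot separate a deletion from silencing. A loss from all HN cells would by itself leave no reads of these genes. Maoa, Fundc1 and Kdm6a together had 13, 31 and 1 reads in HN replicates 1, 2 and 3, and the source of these reads was not tested. Since a single HN line was sequenced, whether the low level of these genes follows from the Htt deletion cannot be told from these libraries.

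Htt reads were left in the HN libraries at 7.9%, 22.6% and 27.2% of the same-date R1 level in replicates 1, 2 and 3, whereas Maoa, Fundc1 and Kdm6a together were left at 2.93%, 3.52% and 0.24%. The smallest ratio of these shares over the 3 pairs was 2.7 (Fisher's exact tests of the reads, which compare libraries, p = 0.0114, 2.97e-19 and 1.37e-22). These tests cover counting error only, which replicates exceeded. In HN replicate 1 they rest on 15 Htt reads and 13 reads of the X-linked genes. The Htt share was the higher one in each of the 3 pairs. R1 RNA or reads carried over into the HN libraries at the level of the X-linked genes would leave less Htt than was found. A candidate explanation is transcription of Htt sequence downstream of the deleted exon 1, which was not tested, since the values are not given per exon.

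Of the 10 ways to divide the 6 libraries into 3 and 3, 4 part all same-date pairs. Among these, 1 (the split by line) gave as many called genes as the 35 found, with limma and adjusted p-values. The other three splits gave 0, and at most 26 at an unadjusted p-value under 0.05 against 258 for the split by line. The number was also 1 of 4 for the unadjusted count, for limma with the replicate block (278 genes by line), for edgeR (34) and for edgeR with the replicate block (284). With 4 splits the share cannot fall under 0.05, so the genes called cannot be told apart from chance in this way. The 6 splits that leave a same-date pair together gave 0 genes with adjusted p-values, but up to 1659 at an unadjusted p-value under 0.05, and 3 of them exceeded 258. The split with 1659 set both replicate 2 libraries against both replicate 3 libraries and so follows the collection date. Date and line are crossed, with a library of each line per date, and the splits that part all same-date pairs are balanced over date. A principal component that parts replicate 3 of both lines from the rest held 58.4% of the variance and one that parts the lines held 17.0%.

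Whole chromosomes did not differ by as much as 0.3, the limit set for the gain or loss of a chromosome. The largest departure of a chromosome's median log2 fold change from that of all genes was 0.26, for the 481 tested genes of chromosome 14, with 0.24 to 0.26 over the 3 same-date pairs, and for the X chromosome it was 0.10. Chromosome 8 was next in size at -0.21 (752 tested genes, from -0.27 to -0.12 over the pairs), and the other autosomes lay between -0.06 and 0.04. What sets chromosomes 14 and 8 apart was not tested. A gain or loss carried by only part of the cells can stay under the limit of 0.3, so the limit does not exclude one. The tested Y-linked genes Ddx3y, Eif2s3y and Uty were expressed in both lines, with log2 fold changes of at most 0.16 in size. Xist was near the detection limit in both lines (3.60 in R1 and 3.94 in HN).

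Called genes lay next to each other in 2 pairs, more than in all but a share of 0.0023 of expression-matched random lists. Both pairs are formed by Maoa, Fundc1 and Kdm6a, known as low from the paper, so the test adds no other region. With a mean of at least 50, 1 pair was left (share 0.152). At an unadjusted p-value under 0.05 there were 14 pairs against 4.7 on average in random lists (share 1.00e-04, the smallest that 10000 lists can give). There were 15 against 5.4 with the replicate block, added after seeing the data (share 4.00e-04), and Olig2 and Olig1 formed one of these pairs. In 3 of the 14 and 3 of the 15 pairs the genes moved in opposite directions, which a shared change in copy number does not give. With the block these were Gpr137b-ps and Gpr137b, Btla and Tagln3, and Cdx1 and Pdgfrb, named after their values were seen. Copy number differences or shared regulation of neighbouring genes may contribute to the other pairs, and the values cannot separate them.

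Replicate 3 of each line had reads on the most genes. Over 1507 genes of receptor and defensin families taken as silent in mESCs, a list written from general knowledge before the test, R1 replicates 1, 2 and 3 had 475, 729 and 1354 reads, and HN replicates had 639, 606 and 1341. Relative to the depth of each library, replicate 3 was above the higher of the other replicates by a factor of 4.08 in R1 and 2.01 in HN. The pattern is consistent with more genomic DNA or unspecific background in the replicate 3 libraries. It was seen in both lines.

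Drift of imprinted expression between the lines was tested over a list. Of 45 imprinted genes listed from general knowledge before the test, 39 were tested. Their median absolute log2 fold change was 0.25 against 0.21 in expression-matched random lists, at percentile 86.1, below the limit of 95. Without the block 0 were called (2 at an unadjusted p-value under 0.05), and with the replicate block 2 were called, Nnat (log2 fold change of 1.36) and Grb10 (1.18), which are named after their values were seen. This list left out the imprinted genes of the paper's tables, Peg3 (log2 fold change of 2.11), H19 (2.13) and Sfmbt2 (-1.90). With these 3 added after their values were seen, the median over 42 genes was 0.27, at percentile 93.9, still below the limit. Sfmbt2 was then called without the block (5 genes at an unadjusted p-value under 0.05) and 5 genes with the replicate block. The median over a list does not rule out changes of single imprinted genes.

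All 40 log2 fold changes of Tables 1 and 2 are nearer 0 than those of limma with a pseudocount of 1. The number was 29 with a pseudocount of 10, 38 without R1 replicate 1 and 39 without HN replicate 1. Shrinkage of fold changes toward 0 would explain this if it brought the values to the paper's. The median distance over the 40 genes was 0.42 with limma, 0.44 with DESeq2 and 0.35 with shrunken DESeq2 fold changes. The smallest was 0.10 with a pseudocount of 10, which also draws genes with few reads toward 0 and left 3 of the 40 genes different from the paper's. The ratio of 0.833 of the shrunken to the distance with limma was above the limit of 0.5, so shrinkage as computed here did not bring the values to the paper's. It overshot, since 0 of the paper's values were nearer 0 than the shrunken ones, so that the paper's values lie between those with and without shrinkage. The ratio does not exclude a weaker shrinkage. Shrunken fold changes with the replicate block, added after seeing the data, lay at a distance of 0.30.

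The pluripotency genes Pou5f1, Sox2 and Nanog had log2 fold changes of 0.00, 0.00 and 0.28 between undifferentiated HN and R1 mESCs, and Nanog passed only with the replicate block (BH-adjusted p = 0.0305 by limma, from 0.0167 to 1 over the alternatives). The progenitor markers Nes, Pax6, Nkx2-5, Myh6 and Isl1 were low in both lines, with log2 fold changes of 0.53, -0.44, 0.36, 0.03 and 0.66, none of which passed, and Gcg was too low to test.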
